# Adverse impact of female reproductive signaling on age-dependent neurodegeneration after mild head trauma in *Drosophila*

**DOI:** 10.7554/eLife.97908

**Published:** 2024-08-30

**Authors:** Changtian Ye, Ryan Ho, Kenneth H Moberg, James Q Zheng

**Keywords:** neurodegeneration, aging, sex differences, fruit flies, mild TBI, mild brain injury, stress, *D. melanogaster*

## Abstract

Environmental insults, including mild head trauma, significantly increase the risk of neurodegeneration. However, it remains challenging to establish a causative connection between early-life exposure to mild head trauma and late-life emergence of neurodegenerative deficits, nor do we know how sex and age compound the outcome. Using a *Drosophila* model, we demonstrate that exposure to mild head trauma causes neurodegenerative conditions that emerge late in life and disproportionately affect females. Increasing age-at-injury further exacerbates this effect in a sexually dimorphic manner. We further identify sex peptide signaling as a key factor in female susceptibility to post-injury brain deficits. RNA sequencing highlights a reduction in innate immune defense transcripts specifically in mated females during late life. Our findings establish a causal relationship between early head trauma and late-life neurodegeneration, emphasizing sex differences in injury response and the impact of age-at-injury. Finally, our findings reveal that reproductive signaling adversely impacts female response to mild head insults and elevates vulnerability to late-life neurodegeneration.

## Introduction

Neurodegenerative disorders affect millions of people worldwide, and this number is expected to increase substantially with rising life expectancy and population growth. Major efforts have been directed toward understanding the etiology of neurodegenerative conditions, but the challenge remains to elucidate molecular mechanisms underlying the onset and progression of neurodegeneration. Recent studies have identified multiple genetic mutations and risk factors associated with dementia and neurodegeneration, but additional causes are likely involved (Fu and Ip, 2023; Pihlstrøm et al., 2017; Bertram and Tanzi, 2005; Hardy and Orr, 2006). Aging is a major risk factor for many neurodegenerative disorders and plays a key role in disease emergence and progression (Azam et al., 2021; Saikumar and Bonini, 2021). Other significant risk factors include environmental insults that can evoke neuropathological processes, which may be latent at first but surface with aging to disrupt various aspects of brain structure and function, leading to neurodegenerative conditions (Brown et al., 2005; Gupta and Sen, 2016). Physical blows to the head are known to cause symptoms related to immediate brain injury, but even seemingly innocuous head impacts are strongly linked to brain dysfunction and degeneration later in life (Gupta and Sen, 2016; Brett et al., 2022; Ntikas et al., 2022). It is thus crucial to understand the aberrant processes triggered by these mild physical insults that may be initially ‘hidden’ but can give rise to later neurodegenerative conditions. Furthermore, sex differences have been documented in many degenerative diseases, including chronic brain degeneration following mild traumatic brain injury (Yue et al., 2019; Berz et al., 2013; Gupte et al., 2019). How sex and age contribute to an individual’s response to mild brain disturbances and modify the risk for neurodegeneration remains to be fully understood.

The fruit fly, *Drosophila melanogaster*, represents an excellent and tractable model organism for dissecting fundamental disease mechanisms, including neurodegeneration (Hirth, 2010; Lessing and Bonini, 2009; Petersen and Wassarman, 2012; McGurk et al., 2015). Importantly, the fruit fly’s relatively short lifespan enables longitudinal interrogation of disease progression from the initial trigger to the late-life emergence of neurodegenerative conditions such as Alzheimer’s disease, amyotrophic lateral sclerosis, and frontotemporal dementia (McGurk et al., 2015; Pandey and Nichols, 2011; Yuva-Aydemir et al., 2018; Bolus et al., 2020; Prüßing et al., 2013). Recently, several *Drosophila* head injury models have been developed that recapitulate key findings from traumatic brain injury (TBI) in humans and other preclinical models, revealing significant insights into the potential molecular and genetic underpinnings of injury responses (Barekat et al., 2016; Katzenberger et al., 2013; Sun and Chen, 2017; Saikumar et al., 2020; van Alphen et al., 2022; Ye et al., 2023; Behnke et al., 2021b). We recently developed a novel *Drosophila* model (HIFLI: Headfirst Impact FLy Injury) in which mild repetitive head-specific impacts can be delivered to multiple awake and unrestricted adult flies of both sexes (Behnke et al., 2021b). In this study, we utilized the HIFLI model to deliver a milder version of repetitive head trauma, which eliminates potentially confounding effects from injury-induced death and enables us to interrogate sex and age-at-injury contributions to the emergence of brain deficits throughout the entire lifespan. Our data show that exposure to this milder form of head trauma elicits minimal acute deficits but causes profound brain-associated behavioral deficits and brain degeneration that only emerge later in life. These late-life neurodegenerative conditions are further exacerbated by increasing age-at-injury and disproportionately elevated in mated females. We further identify that sex peptide signaling involved in female reproduction plays a key role in elevated female neurodegeneration after mild head trauma. Finally, RNA sequencing data suggest that the chronic suppression of innate immune defense networks in mated females may mediate the elevated vulnerability to neurodegeneration after mild head trauma. Together, our results further establish *Drosophila* as an excellent model system to investigate lifelong neurodegenerative conditions, highlight that sex and age significantly contribute to trauma recovery and outcome, and support the notion that physical insults to the head, even very mild ones, pose a major threat for brain health.

## Results

### Exposure to a milder form of head impacts elicited no mortality but resulted in age-related acute sensorimotor deficits

The HIFLI system delivers head-first impacts to multiple adult flies at ~5 m/s (Behnke et al., 2021b). Our previous study employing the HIFLI model delivered two separate sessions of 15 iterative impacts, with a 1-day interval between the two sessions. Young flies exposed to this injury paradigm exhibited a small percentage of acute mortality and a significant reduction in lifespan, but flies subjected to one session exhibited little to no acute mortality (Behnke et al., 2021b). To enable lifelong investigation of the age-at-injury as a risk factor for neurodegeneration with minimal deaths, we reduced the severity of our paradigm to only one session of 15 impacts, hereafter referred to as very mild head trauma (vmHT). We then quantified survival, sensorimotor deficits, and brain pathology at various timepoints after exposure to vmHT (Figure 1A). As reported in our previous publication, around 50% of flies exhibit concussive-like behaviors immediately after receiving headfirst impacts, including uncoordinated movements, freezing, and loss of postural stability, but all flies recovered fully within the first 5 min (Behnke et al., 2021b). Importantly, vmHT had no significant effects on both short- and long-term survival when delivered on post-eclosion day 3, 17, or 31 (Figure 1B), confirming the very mild nature of our injury paradigm.

**Figure 1.**
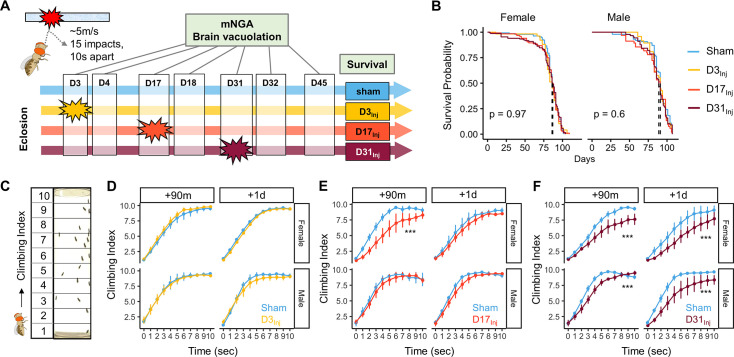
Exposure of adult fruit flies to a very mild form of repetitive head impacts at different ages elicits minimal acute effects. (**A**) Schematic illustration of the experimental design. Male and female flies were exposed to very mild head trauma (vmHT) on D3, D17, or D31 post-eclosion (denoted as D3_Inj_, D17_Inj_, and D31_Inj_), whereas the sham groups did not receive vmHT. Sensorimotor behavior and brain pathology were assessed at 90 min and 1 day after vmHT exposure using modified negative geotaxis assay (mNGA) and imaging-based quantification of vacuolization. (**B**) Survival curves showing no significant alteration in lifespan among different age-at-injury groups and between sexes. Kaplan–Meier p-values were determined using the Mantel–Cox log rank test with Bonferroni correction. Total N = 871, n > 50 flies in each condition. (**C**) Schematic diagram depicting mNGA where the Climbing Index (CI) at each second of the 10 s trial was calculated using the number of flies in each of the 10 height bins (see ‘Materials and methods’ for details). (**D–F**) CI plots depicting acute effects of vmHT on the climbing behavior of D3_Inj_, D17_Inj_, and D31_Inj_ cohorts. (**D**) Both male and female D3_Inj_ flies showed no deficits in climbing at 90 min and 1 day post-injury. (**E**) Only female D17_Inj_ flies exhibited climbing deficits at 90 min post-injury (***p=5.75e-08) but they recovered 1 day post-injury. (**F**) Both male and female D31_Inj_ flies exhibited marked decline in climbing ability at both time points (p-values: 5.36e-08 and 6.2e-06 for female + 90m and +1d; 0.00033 and 1.91e-07 for male +90m and +1d). A total of nine videos were used for each condition: three experimental repeats of three trials, number of flies in each video n ≥ 10. Error bars: standard error (±se). Repeated-measures ANOVAs were conducted to examine the effects of injury on climbing indices at each second.

Sensorimotor behaviors were assessed using a modified negative geotaxis assay (mNGA, see ‘Materials and methods’). We performed mNGA at 90 min and 1 day post-injury (1 dpi) following vmHT exposure to examine acute injury effects and potential short-term recovery. Using fly positional data, we calculated a Climbing Index (CI) for each second of the 10 s trial (Figure 1C). Male and female flies injured on day 3 post eclosion (D3_Inj_) did not exhibit any acute deficits in climbing behavior (Figure 1D), though this was not the case for flies injured on day 17 (D17_Inj_) or day 31 (D31_Inj_). We noted a significant reduction in CI in D17_Inj_ females at 90 min post-injury, but not in males of the same age cohort (Figure 1E). These females appeared to have mostly recovered by 24 hr post-injury (Figure 1E). In comparison, both male and female D31_Inj_ cohorts exhibited a substantial reduction in CI at 90 min as well as 1 dpi (Figure 1F), indicating age-related acute sensorimotor deficits after vmHT exposure and impaired recovery. These results are consistent with the notion that aging worsens post-head injury recovery (Katzenberger et al., 2016) and that older populations are at a higher risk of developing negative consequences following mild head injury (Abdulle et al., 2018; Peterson et al., 2014; Mosenthal et al., 2004).

We next examined the short-term effects of vmHT on brain structure using a previously described protocol to stain whole fly brains and to detect vacuoles (Behnke et al., 2021a). Vacuolation, as seen in *Drosophila* models of neurodegenerative diseases, is a marker for frank tissue degeneration in the fly brain (Heisenberg and Böhl, 1979; Sunderhaus and Kretzschmar, 2016). These roughly round lesions can range from 1 to 50 μm in diameter and are largely located within the neuropil. Though aging alone can increase the number and size of vacuoles in the brain, we demonstrate that vmHT did not generate any changes in vacuolation at 1 dpi in all injury groups (Figure 2A–C). Examination of the mushroom body of the central nervous system and the pigment dispersing factor (PDF) neurons in the optical lobe of D3_Inj_ flies also found no obvious structural alterations shortly after vmHT exposure (Figure 2—figure supplement 1). Therefore, the observed acute climbing deficits were unlikely caused by acute structural disruptions of the brain after vmHT. Additionally, we performed TUNEL staining at 1 dpi to investigate whether vmHT causes apoptosis within the brain. As a positive control, we subjected a group of flies to an eye-stabbing procedure aimed at producing a very severe injury capable of inducing apoptotic cell death within the brain (Sanuki, 2020). We found that brains from the eye-stabbing injury group clearly displayed TUNEL-positive signals near primary injury regions, validating our TUNEL stain (Figure 2—figure supplement 2). However, TUNEL staining was faint in the brains of both the shams and vmHT-exposed groups. Consistently, we did not observe any exoskeletal or eye damage immediately following injuries, nor did we observe any retinal degeneration and pseudopupil loss at the chronic stage of these flies. These data further support the mild nature of our head trauma model and suggest that acute sensorimotor deficits were not a direct result of neuronal death nor caused by gross brain disruptions.

**Figure 2.**
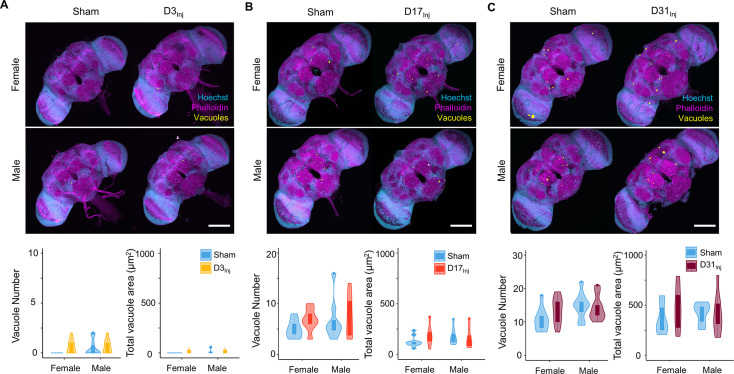
Exposure to very mild head trauma (vmHT) does not acutely increase vacuole formation in the brain. (**A–C**) Two-photon whole brain imaging and quantification of vacuoles in D3_Inj_ (**A**), D17_Inj_ (**B**), and D31_Inj_ (**C**) flies. Top panels: representative z-projected whole-brain images of different injury groups with their respective sham brains of both sexes. Vacuoles are highlighted by yellow color. Scale bar = 100 μm. Bottom: violin plots and boxplots represent quantification of vacuole number and total vacuole area in each condition. Boxplots whiskers correspond to the maximum 1.5 interquartile range. Two experimental replicates resulting in n > 10 brains for all conditions. Stats: nonparametric Wilcoxon rank-sum tests, p>0.05.

**Figure 2—figure supplement 1.**
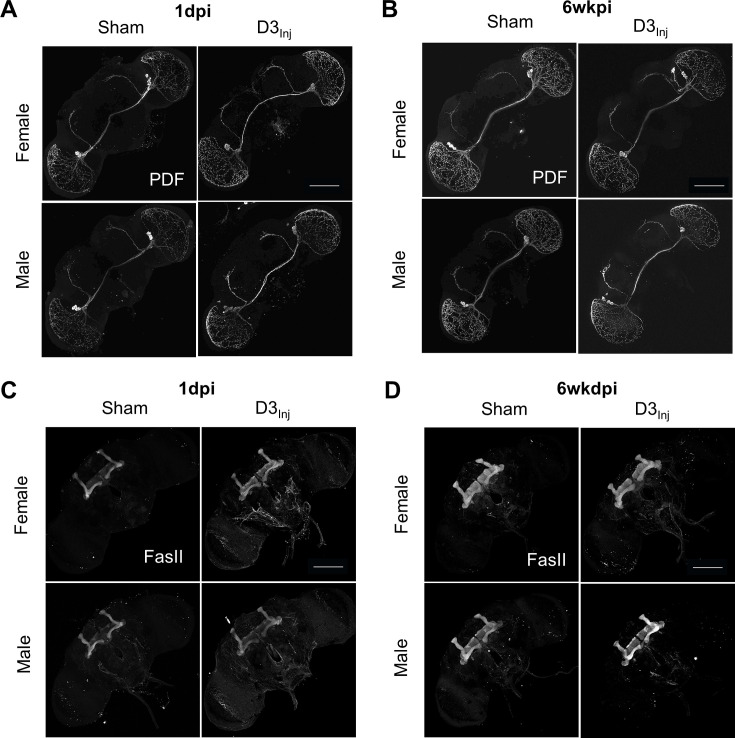
Exposure to very mild head trauma (vmHT) on D3 does not elicit gross morphological alterations in pigment dispersing factor (PDF) neurons and mushroom bodies. (**A, B**) vmHT exposure on D3 did not significantly alter PDF neuron axonal projections or dendritic arborizations when assessed 24 hr or 6 weeks after injury. (**C, D**) vmHT exposure on D3 did not visibly alter mushroom body axon bundles when assessed 24 hr or 6 weeks after injury. Scale bar = 100 µm.

**Figure 2—figure supplement 2.**
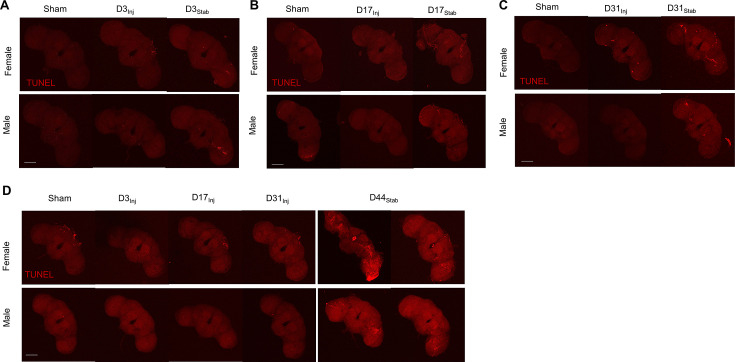
Exposure to very mild head trauma (vmHT) does not elicit significant apoptosis. (**A–C**) Representative images of TUNEL staining in *Drosophila* brains at 1 day post D3_Inj_, D17_Inj_, and D31_Inj_. There was limited TUNEL signal in both sexes and no differences in staining pattern and signal intensity were observed between sham and injured groups. A set of flies were subject to stabbing injuries at the same time and their brains were used as positive controls of apoptosis (right panels). TUNEL staining was visible in the optic lobes or other regions that were penetrated by the fly pin. (**D**) Representative images of TUNEL staining in sham and injured brains on D45. vmHT were delivered on D3, D17, or D31. Stabbing injuries were performed on D44 (24 hr prior to fixation). No differences in staining pattern and signal intensity were observed between sham and injured groups and between sexes. In comparison, brains of stabbed flies (right panels) exhibit much stronger TUNEL signal intensity and region-specific apoptosis near the location of primary injury. Scale bar = 100 µm. Each condition contained n = 15 flies.

### Exposure to vmHT caused delayed onset of neurodegenerative conditions

Physical insults to the head, even very mild cases, represent a risk factor for the development of neurodegenerative conditions later in life. While exposure to vmHT did not generate obvious short-term brain-associated deficits in our younger cohorts (D3_Inj_ and D17_Inj_), we hypothesized that they could develop neurodegenerative conditions late in life. We quantified sensorimotor behavior and brain vacuolation for sham, D3_Inj_, D17_Inj_, and D31_Inj_ cohorts on day 45 post-eclosion (D45). In this age-matched comparison, we found that vmHT exposure decreased CI regardless of age-at-injury, though injury at older ages induced greater sensorimotor decline (Figure 3A). Importantly, sensorimotor deficits were sexually dimorphic as female flies appeared to perform worse than males in the same injury condition. To better visualize the sex differences, we plotted the accumulated CI (summation of CI values over the 10 s trial) and normalized the value to that of the respective sham groups (Figure 3B). In the D3_Inj_ cohort, only female flies exhibited significant climbing deficits compared to the sham, whereas D17_Inj_ cohort females had a stronger decline in climbing ability than the males. Here, male flies seemed to be more resilient to vmHT when exposed at younger ages. When injured on D31, however, both male and female flies exhibited similarly profound sensorimotor deficits when assessed on D45.

**Figure 3.**
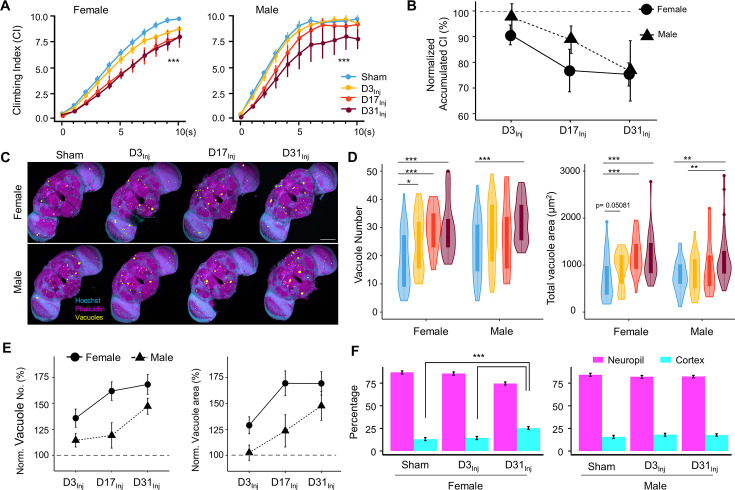
Exposure to very mild head trauma (vmHT) results in late-life brain deficits and neurodegeneration. (**A**) Exposure to vmHT at various ages altered negative geotaxis behavior when assessed on D45. A total of nine videos were used for each condition: three experimental repeats of three trials, number of flies in each trial n ≥ 10. Error bar: ± se. Repeated-measures ANOVA and Bonferroni post hoc tests were conducted to examine the effects of injury on climbing indices at each second. Overall, vmHT exposure reduced Climbing Index (CI) for females (***p=2e-16) and males (***p=1.2e-11). See Supplementary file 1c for p-values from pairwise comparisons by injury conditions and time. (**B**) Sex differences in vmHT-induced climbing impairment are associated with age-at-injury. D3_Inj_ and D17_Inj_ females exhibit a stronger decline in normalized accumulated CI compared to males. D31_Inj_ females and males, on the other hand, suffered a similar substantial reduction in accumulated CI. Accumulated CI data of injury groups are normalized to their respective sham levels. (**C**) Representative z-projected whole images depicting vacuole formation in each condition (sex/injury group). Scale bar = 100 μm. (**D**) Quantification of vacuole number and total vacuole area in each condition (total N = 352, n > 30 in each condition). Here all sham groups were combined by sex. Boxplots whiskers correspond to the maximum 1.5 interquartile range. Statistics: nonparametric Wilcoxon rank-sum tests. See Supplementary file 1c for p-values from pairwise comparisons by injury conditions. (**E**) Sex differences in the increase of brain vacuolation were partially dependent on age-at-injury. Vacuole number and total vacuole area of each injury condition were normalized to their respective sham groups. Overall, females exhibited a higher percentage of increase in vacuolation than males. (**F**) Quantification of the percentage of vacuoles in neuropil and cortex region of the brain in sham, D3_Inj_, and D31_Inj_ groups of both sexes. Data was from two independent trials of n = 15 brains in each condition. Two-sample *t*-tests were used to compare the percentage of vacuoles in neuropil and cortical region between each injury condition. D31_Inj_ females had significantly less percentage of vacuoles in the neuropil region compared to the sham group (***p=2.19493e-6).

**Figure 3—figure supplement 1.**
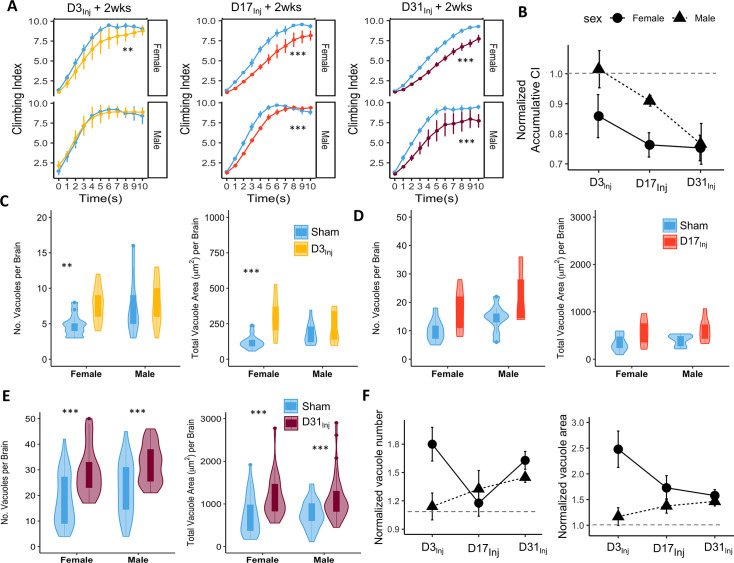
Age-at-injury affects post-injury recovery after 2 weeks. Climbing Index (CI) plots depicting sensorimotor behavior assessed two weeks following D3_Inj_, D17_Inj_, and D31_Inj_. Female D3_Inj_ groups exhibited a significant decrease in negative geotaxis when assessed on D17 (**p=0.00114), whereas males did not (p>0.05). Both female (***p=1.53e-10) and male (***p=2.47e-05) D17_Inj_ groups suffered sensorimotor deficits when assessed on D31. D31_Inj_ flies all exhibited significant detriment to climbing behavior when assessed on D45 (***p=2e-16 for female, ***p=2.58e-07 for male). Repeated-measures ANOVA was used to calculate statistical significance. A total of three experimental repeats and a total of nine videos were used in each condition. n > 15 per condition per repeat. Error bar: ±se. (**B**) In both male and female flies, older age-at-injury is associated with larger decreases in accumulated climbing indices normalized against the respective sham controls. Error bar: ±se. (**C–E**) Quantification of vacuole formation at 2 weeks following D3_Inj_, D17_Inj_, and D31_Inj_. D3_Inj_ increased vacuole number (**p=0.0017) and total vacuole area (***p=0.00016) in female brains but not in male brains. D17_Inj_ did not significantly alter vacuole formation in both sexes though there seems to be a trend toward injury increasing both vacuole size and vacuole number. D31_Inj_ increased both vacuole formation in females and males. Two repeats resulting in n > 12 brains per condition. Wilcoxon rank-sum tests were used to calculate p-values. From left to right, ***p=2.6e-05, ***p=4.5e-05, ***p=8e-05, and ***p=0.00048. (**F**) Vacuole number and total vacuole number in each injury condition were normalized against their respective sham groups. Older age-at-injuries were associated with accelerated vacuole formation in males, but this association was not observed in females. Error bar: ±se.

For female flies, significant increases in vacuole number and total area were observed for all three age-at-injury cohorts on D45 (Figure 3C and D). For male flies, only the oldest injury cohort (D31_Inj_) showed a significant increase in vacuolation. When vacuole number and area were normalized to the respective sham groups and compared between sexes, we found that female brains exhibited a higher percentage of injury-induced increase in vacuolation overall, but particularly in younger injury cohorts D3_Inj_ and D17_Inj_ (Figure 3E).

In congruence with our previous finding that aging increases vacuolation, we found that flies aged to D45 exhibited a higher extent of brain vacuolation compared to younger flies, even without injury. To further probe the origin of brain vacuolation, we examined the distribution of vacuoles by quantifying the percentage of vacuoles within the cell-body-rich cortex and the axon-rich neuropil for sham, D3_Inj_, and D31_Inj_ flies on D45. We confirmed that regardless of injury condition, most vacuoles can be found in the neuropil and not in the cortex (Figure 3F). Interestingly, D31_Inj_ females have a higher percentage of cortical vacuoles compared to sham and other injury cohorts, but males have a consistent neuropil-to-cortex ratio in all cohorts. Overall, this finding further suggests that neuronal death is not the major contributor of vacuole formation. Indeed, TUNEL staining at this time point (D45) did not yield significant signals for sham, D3_Inj_, D17_Inj_, or D31_Inj_ flies (see Figure 2—figure supplement 2D).

The above age-matched comparison highlighted that though vmHT exposure early in life has minimal acute effects, it can result in neurodegenerative conditions in advanced ages. While it inherently makes sense to compare flies at the same age (D45), different injury groups technically experienced different post-injury recovery times in such a comparison. Therefore, we also compared the groups by matching their recovery time of 2 weeks. We found that within the same timeframe, flies injured at younger ages exhibit a smaller decrease in sensorimotor abilities (Figure 3—figure supplement 1A and B). This was true for both male and female flies, although sex difference existed in this 2-week comparison as well. Out of all injury groups, D3_Inj_ males were the only cohort of flies that displayed no change in climbing ability 2 weeks after vmHT exposure. On the other hand, all injured females, as well as D31_Inj_ males, exhibited an increase in vacuole formation (Figure 3—figure supplement 1C–F). Overall, this recovery time-matched data suggests that aging accelerates the development of neurodegenerative conditions.

### AI-assisted tracking revealed disruptions in fly speed and directional movement

The implementation of the CI in mNGA allows us to assess group climbing behavior and injury-induced deficits with an increased resolution in height (10 height bins) and time (every second). However, mNGA lacks the ability to reveal detailed information regarding sensorimotor behavior of individual flies, such as instantaneous speed and directional angle. Here, we took advantage of an AI-based tracking system, idtracker.ai (Romero-Ferrero et al., 2019), to track and analyze individual fly’s speed and direction at a temporal resolution of 1/60 s (Figure 4A, see Video 1). We were able to track 15–20 individual flies accurately and simultaneously through the entire course of an NGA trial (10 s). As shown in a representative tracked video from D45 (Video 1), female flies exposed to vmHT clearly showed an age-at-injury-dependent increase in the population of slow-moving flies, especially in the D31_Inj_ cohort. In viewing NGA videos, it was also clear that though each trial is 10 s long, females took around 7 s to reach the top of the vial, whereas nearly all male flies reached the top of the vial by 4 s. Therefore, we elected to perform detailed quantitative analyses on climbing speeds and angles within the first 3 s after trial initiation, which better depicts the climbing responses to a startle stimulus.

**Figure 4.**
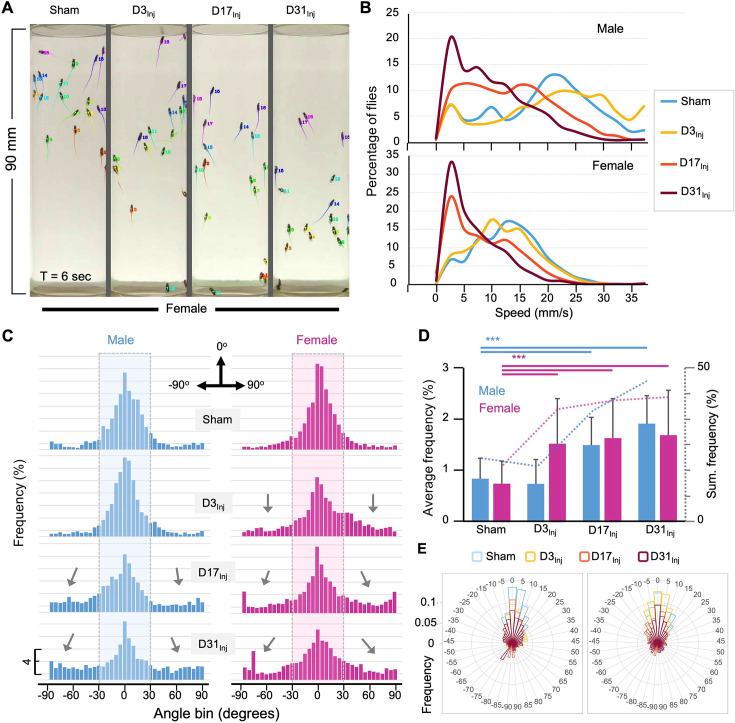
AI-assisted tracking and quantification of individual fly’s behavior provides insight into defects in the speed and direction of movement. (**A**) Representative snapshot of idtracker.ai-generated video at T = 6 s. Videos used for analyses were from D45 flies (see Video 1). Each tail represents a fly’s movement trajectory from the last 30 frames. Color is auto-assigned to individual flies in each trial. (**B**) Histogram plots of the climbing speed of individual flies at a temporal resolution of 1/60 s. The y-axis depicts the percentage of flies with a specific speed (x-axis). (**C**) Angular histograms showing the angle distribution of individual flies during the first 3 s of modified negative geotaxis assay (mNGA) trial. The highlighted sections represent normal fly directional orientation (between –30° and 30° with 0° as vertical). Arrows indicate the increased incidents of climbing angles outside the normal range. (**D**) Average percentages and accumulated percentages of flies with abnormal directional movement (<-30° or >30°) during the first three seconds of NGA trial. Two-sample *t*-tests, ***p<0.001. Error bar: se. (**E**) Rose plot depicting overall frequency distribution of fly orientation during the first 3 s of NGA trial.

**Video 1.** AI-tracked climbing behaviors of female flies. Four groups of female flies on day 45 (D45) were subjected to the negative geotaxis assay and their climbing behaviors were recorded at a speed of 60 frames per second. From left to right, flies received no injury (sham) and flies received head trauma on days 3, 17, and 31 (D3Inj, D17Inj, D31Inj). For each group, the video recording was analyzed and tracked frame by frame by Idtracker.ai and the movement trajectories from the last 30 frames are superimposed on the video as color tails. Color is auto-assigned to individual flies in each trial. The dimensions of each column (each vial) are 28 mm (width) and 90 mm (height).

Negative geotaxis represents a sensorimotor response that requires flies to first detect their position in respect to gravity and then move against the pull of gravity. Thus, injury-induced deficits could manifest in both the speed and angle of climbing. Speed analyses revealed that in both male and female flies vmHT exposure resulted in a shift in the distribution of speed to slower speeds. Female flies exhibited a progressively larger shift from D3_Inj_, D17_Inj_, to D31_Inj_, and males only see this decrease in D17_Inj_ and D31_Inj_ cohorts, with D31_Inj_ flies exhibiting the slowest speed (Figure 4B). Next, we quantified the directionality of each fly at every frame of each trial and presented the data in angular histograms (Figure 4C). Here, vertical direction to the top is defined by an angle of 0°, whereas angles of –90° and 90° indicate that the fly is moving horizontally. We arbitrarily defined those flies moving with an angle between –30° and 30° as climbing normally in the vertical direction. vmHT exposure caused a significant portion of fly movement to fall outside the normal angular range, especially in flies injured at older ages (Figure 4C and D). Female flies in all injury groups exhibited significantly different and aberrant climbing angles compared to the sham, whereas for males, only D17_Inj_ and D31_Inj_ groups exhibited significant changes to climbing angles (Figure 4E). Together, the impairments in movement speed and movement direction suggest that both sensory and motor pathways were disrupted by vmHT exposure.

### Mating status determined female vulnerability to neurodegeneration following vmHT

Female flies are larger and about 30–40% heavier than males of the same age (Figure 5A). It is thus plausible that the elevated brain deficits observed in females had resulted from a larger impact force from vmHT. To test this possibility, we first reduced the impact force for female flies to match the impact force that the male flies experienced, which was accomplished by reducing the acceleration distance of the injury apparatus. We found that exposure to the reduced injury elicited similar behavioral deficits and brain pathology as exposure to regular vmHT (Figure 5—figure supplement 1). Since virgin females are similar in size and mass to mated females (Figure 5A), we next investigated the long-term responses of virgin females to vmHT. First, we found that like mated females, injury did not affect survival in virgin females regardless of age-at-injury (Figure 5B). Next, we quantified sensorimotor behavior and vacuolation at D45, which is when we consistently see neurodegenerative conditions in mated females of different injury groups. Unlike the mated females, virgin females displayed little injury-induced climbing deficits nor showed significant changes in brain vacuolation (Figure 5C–E). Together, these data suggest that the difference in body size/mass between male and female flies is unlikely the cause for the observed vulnerability to late-life neurodegeneration in mated females. It appears that mating somehow insidiously alters the female biology, rendering it more vulnerable to developing neurodegeneration after injury.

**Figure 5.**
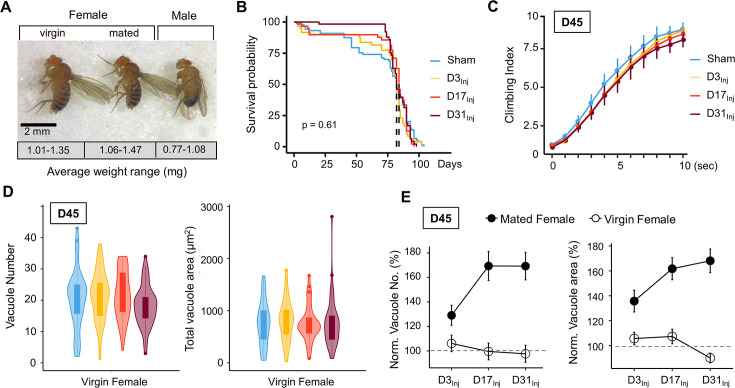
Virgin females do not exhibit neurodegenerative conditions regardless of age-at-injury. (**A**) Comparison of size and mass of virgin female, mated female, and male flies. Three separate trials of n > 100 in each condition. Total mass in each trial was averaged over the number of flies to generate a weight range for each condition. (**B**) Very mild head trauma (vmHT) resulted in no significant change to the lifespan of virgin females. Kaplan–Meier p-values were determined using the Mantel–Cox log rank test with Bonferroni correction. Total N = 271, n > 30 flies in each condition. (**C**) vmHT did not affect climbing behaviors of virgin females on D45 regardless of the age-at-injury. A total of nine videos were used for each condition: three experimental repeats of three trials, number of flies in each trial n ≥ 10. Repeated-measures ANOVAs were conducted to examine the effects of injury on climbing indices at each second (p>0.05). Error bar: ±se. (**D**) vmHT did not increase vacuole number or total vacuole area on D45 regardless of the age-at-injury. Total N = 224, n > 25 for each condition. Statistics: nonparametric Wilcoxon rank-sum tests. (**E**) Plots depicting differences in vacuole formation between virgin and mated females. Vacuole number and total vacuole area of each injury condition were normalized to the respective sham controls. Mated females exhibited much higher percentage of increase in vacuolation than virgin females. Error bar: ±se.

**Figure 5—figure supplement 1.**
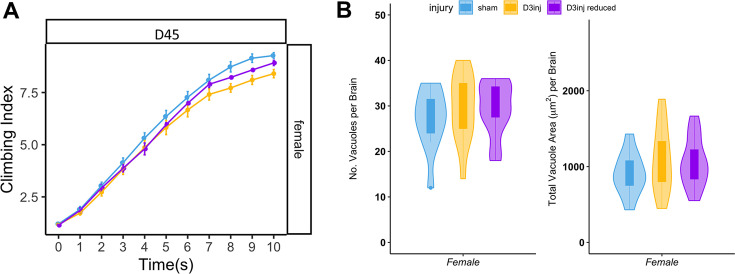
Exposure to reduced very mild head trauma (vmHT) on D3 elicited similar late-life behavioral deficits and brain pathology as exposure to regular vmHT. (**A**) Climbing Index (CI) plots depicting decreases in CI in both regular D3_Inj_ and reduced D3_Inj_ females when climbing behavior was assessed on D45. Error bar: ±se. (**B**) Quantification of vacuole formation on D45. Vacuolation was similarly elevated in reduced D3_Inj_ brains and in regular D3_Inj_ brains. Only one experiment was performed for reduced D3_Inj_ (n = 15). Boxplots whiskers correspond to the maximum 1.5 interquartile range.

### Sex peptide is responsible for female vulnerability

Mating is known to induce a wide array of behavioral and physiological changes in female flies, collectively known as post-mating responses. Female post-mating responses are primarily triggered by the male accessory protein sex peptide (SP) (Liu and Kubli, 2003; Chapman et al., 2003) binding to SP receptors (SPRs) (Yapici et al., 2008) on a pair of sex peptide sensory neurons (SPSNs) (Häsemeyer et al., 2009; Rezával et al., 2012; Yang et al., 2009) within the female reproductive tract. We next investigated the role of SP signaling in injury-induced neurodegenerative conditions in mated females. First, female flies were mated to SP^0^ males and then exposed to vmHT on D3, D13, or D31. mNGA and brain imaging on D45 revealed that these females behaved very similarly to the virgin females, with no lifespan reduction, sensorimotor deficits, or brain pathology due to vmHT at any age (Figure 6A). Next, pan-neuronal RNAi knockdown of SPRs in female flies yielded a similar result (Figure 6B). Like virgin females, these females exhibited no change in lifespan, negative geotaxis, or brain degeneration (Figure 6B). Finally, SPSN-specific RNAi knockdown of SPRs also abolished injury-associated deficits, regardless of age-at-injury (Figure 6C). It should be noted that the SPR RNAi line has been previously validated (Yapici et al., 2008) and its effectiveness in SPR knockdown is evident in female flies as they exhibit dramatically reduced egg laying and, importantly, lack typical post-mating behaviors (such as the rejection of male flies after the initial mating) observed in the wildtype-mated female flies. In fact, female flies with RNAi-mediated SPR knockdown behave identically to females mated with SP-null male flies, confirming the effective disruption of the SP-SPR signaling pathway. Together, these data suggest that SP signaling through the reproductive pathway is responsible for the observed vulnerability to injury-induced neurodegeneration in mated females.

**Figure 6.**
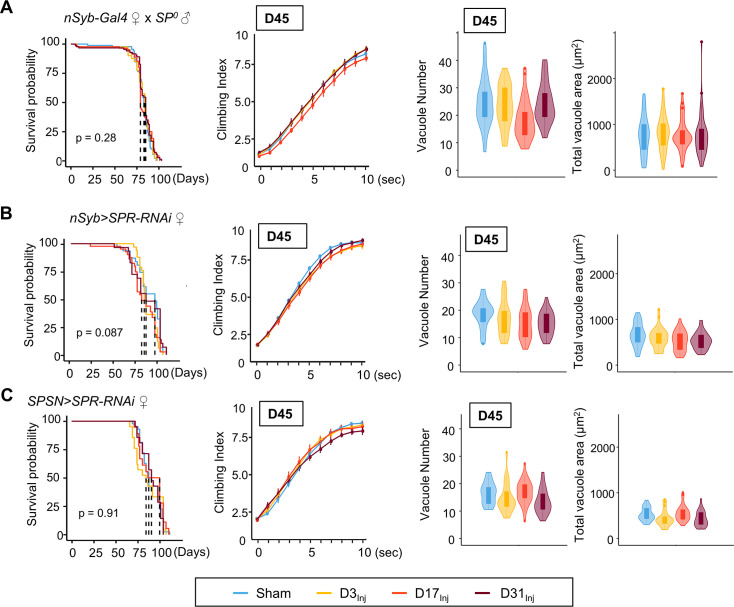
Eliminating SP signaling mitigates the emergence of neurodegenerative conditions in the female. (**A–C**) Survival curves, modified negative geotaxis assay (mNGA) quantification, and vacuole quantification of female flies mated to SP^0^-males, females with pan-neuronal RNAi knockdown of SPR mated to wildtype males, and females with SPSN-specific knockdown of SPR mated to wildtype males (n > 30 in each condition). No difference was detected between sham and injured groups in all three genotypes. Error bar: ±se. Boxplots whiskers correspond to the maximum 1.5 interquartile range. Stats: nonparametric Wilcoxon rank-sum tests, p>0.05.

To further examine the relationship between SP signaling and injury-induced neurodegeneration, we performed a set of experiments in which virgin females were subjected to vmHT on D3, followed by mating with either wildtype or SP^0^ males for 24 hr on D10 (Figure 7A). We found that this post-injury mating scheme did not affect the lifespan of females that either mated with wildtype or SP^0^ males. Strikingly, post-injury mating with wildtype males effectively reintroduced injury-induced phenotypes, including increased vacuole formation and decreased climbing. However, post-injury mating with SP^0^ males did not significantly alter the virgin injury response (Figure 7C and D). Together, these results suggest that in females, pathways activated by SP signaling and those elicited by vmHT likely interact and synergize to accelerate the progression of neurodegeneration.

**Figure 7.**
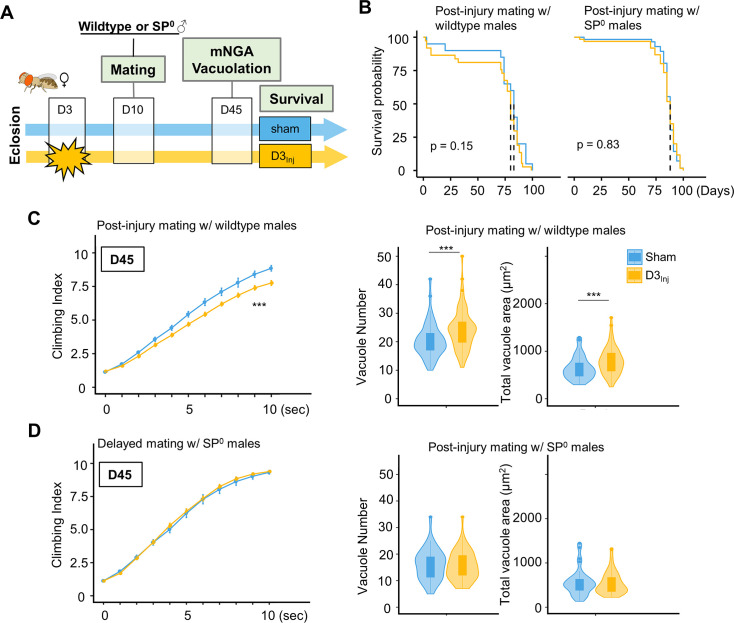
Introducing SP signaling to pre-injured virgin females reinstates neurodegenerative phenotypes. (**A**) Diagram of mating schematic and relevant behavioral and pathological assays. Virgin female flies were subjected to very mild head trauma (vmHT) on D3, whereas sham flies never received an injury. On D10, these females were exposed to either wildtype or SP^0^ males for 24 hr to allow mating. Modified negative geotaxis assay (mNGA) and brain vacuolation were assessed on D45. (**B**) No change in the lifespan was observed for females that were subjected to vmHT as virgin followed by post-injury mating with either male group. N = 182, n > 40 for each condition. (**C**) When assessed on D45, females subjected to post-injury mating with wildtype males exhibited significant sensorimotor deficits (***p=3.4e-15) and vacuole formation (vacuole number: p=0.0004536, vacuole area: p=0.0009563). A total of nine NGA videos were used for each condition: three experimental repeats of three trials, number of flies in each trial n ≥ 10. Error bar: ±se. Repeated-measures ANOVA and Bonferroni post hoc tests were conducted to examine the effects of injury on climbing indices at each second. For vacuole analyses, N = 149, n > 30 in each condition. (**D**) When assessed on D45, females subjected to post-injury mating with SP^0^ male flies did not elicit sensorimotor deficits and vacuole formation. A total of nine NGA videos were used for each condition: three experimental repeats of three trials, number of flies in each trial n ≥ 10. For vacuole analyses, N = 105, n > 20 in each condition.

### RNA-seq analysis reveals sexually dimorphic responses to vmHT

To gain molecular insights into the sexually dimorphic responses to vmHT and the progressive development of late-life neurodegeneration, we conducted RNA sequencing on freshly dissected brain tissue from flies with and without vmHT exposure. Here, we focused on flies injured on day 3 after eclosion (D3_Inj_) since under this injury condition only females mated with wildtype males exhibited behavioral and pathological deficits late in life (on D45, see Figure 3). Four distinct D3_Inj_ groups were chosen for RNA extraction and sequencing: wildtype males, females mated with wildtype males, virgin females, and females mated with SP^0^ males (Figure 8A). We assessed transcriptomic changes in the brain at two timepoints; 1 day post-injury (1 dpi) for acute changes and 6 weeks post-injury (6 wkpi) for chronic changes. 

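RNA of dissected brains was sequenced from males, wildtype-mated females, SP0-mated females and virgin females, each after D3Inj (15 impacts on day 3) or sham treatment. Brains were collected on day 4 (1 dpi) and on day 45 (6 wkpi), which gives 16 groups of 3 libraries, 48 in all, each library made from 40 flies. The authors depleted ribosomal RNA, made stranded libraries and sequenced paired-end reads of 101 bp, to a stated total of 60 M reads. They checked the reads with FastQC, mapped them to dm6 with RNA STAR and the Ensembl annotation, and counted them with featureCounts. The versions of these tools and the strand setting of the counting are not given in the sources used here. The deposited tables hold unnormalized counts for 23932 features per library, of which 17869 are annotated genes and most others are transposon insertions. Counts summed to 21495740 to 60637359 per library, with a median of 35543946. The stated 60 M reads can therefore not be the total of the series. In 47 of the 48 tables the sample named in the column header differs from the sample that the record links to the table. The header was used throughout, by a rule that took the header for all tables together. Headers of sham tables equal sample names. Those of the other tables say young, not D3Inj, and were read as D3Inj, the only injury in this experiment. That reading is an inference. roX1, a noncoding RNA of the male dosage compensation complex, was at 5340 to 6600 CPM (counts scaled to the TMM library size) in the libraries with a male header and at 59.3 CPM or less in those with a female header. No library had roX1 against the sex in its header, whereas 20 would have had it against the sex of the linked record. roX1 does not tell D3Inj from sham libraries. For each time point the 24 libraries were fitted together in edgeR with 1 coefficient per group, TMM normalization and the edgeR filter on low counts, which kept 14631 features on day 4 and 15286 on day 45. D3Inj was compared with sham within each kind of fly by the quasi-likelihood F test at a Benjamini-Hochberg adjusted p under 0.05, and errors of log2 fold changes are standard errors (SE) from that fit.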

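On day 4 the first principal component was led by genes of the gut, namely Muc68D, a mucin (loading 0.223), alphaTry and betaTry, digestive trypsins (0.168 and 0.142), Jon65Aiii, a digestive serine protease (0.151), and Mal-A1, a maltase (0.137). It held 35.6% of the variance of the 24 libraries, and sex explained 2.9% of its scores. The libraries of sham virgin females 2 and 3, sham wildtype-mated females 3 and D3Inj males 3 scored 43.6, 44.7, 36.8 and 33.7 on it, and the next highest library scored 11.3. The second component held 19% of the variance, and sex explained 93.6% of it. Its leading genes were Yp1, Yp2 and Yp3, which encode the yolk proteins made by females (loadings -0.273, -0.26 and -0.252), and roX2 and roX1 of male dosage compensation (0.266 and 0.247). On day 45 the yolk protein genes and roX genes led the first component, with Yp2 at -0.278 and roX2 at 0.211. This component held 32% of the variance, sex explained 99% of it, and the second component held 7.4%. The components were computed from log2 CPM (prior count 2) of the 500 most variable features. With all tested features the first component held 18% on day 4 and 15.5% on day 45, and with variance-stabilized values the first component of day 45 held 68.3% and the second of day 4 held 33.2%.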

Principal component analyses (PCA) revealed that sex accounted for a large portion of variance in sequencing dataset, but the effects of vmHT were not immediately clear in either timepoints (Figure 8B). This observation reiterated the very mild nature of our injury paradigm. To further identify transcriptomic drivers of neurodegeneration after injury, we grouped the dataset by time post-injury, sex, and reproductive condition.

**Figure 8.**
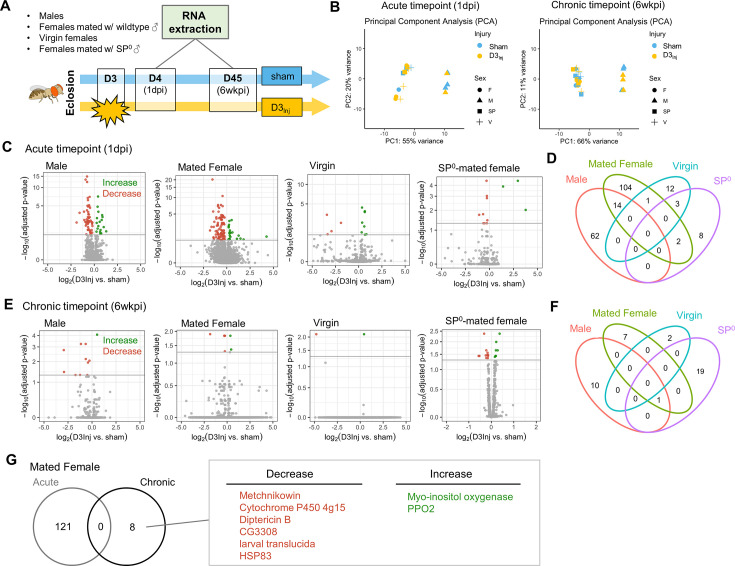
RNA sequencing reveals sexually dimorphic and reproductive status-dependent transcriptomic responses in D3_Inj_ fly brains. (**A**) Timeline and design of RNA-seq experiment. Sham and D3_Inj_ brains were collected at 1 day post-injury (1 dpi) and 6 weeks post-injury (6 wkpi), in four different conditions (wildtype males, females mated with wildtype males, virgin females, and females mated with SP^0^ males), and in three biological replicates (n = 40 brains per condition per replicate). Total sample number n = 48. (**B**) Principal component analyses of samples at chronic and acute timepoints. (**C, E**) Volcano plots depicting gene expression at the acute and chronic timepoints. Upregulated genes are highlighted in green, downregulated genes are highlighted in red. (**D, F**) Venn diagram displaying the limited overlap of genes between the four conditions at the acute and chronic timepoints. (**G**) Venn diagram depicting no overlap between the acute and chronic gene changes in females mated to wildtype males. Upregulated genes are highlighted in green, downregulated genes are highlighted in red.

Compared to the respective sham groups, vmHT exposure resulted in significantly different sets of acute transcript changes between males and various female groups. 

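The clock genes tim, which encodes the partner of Period in the circadian feedback loop, and vri, which encodes a repressor of Clk, were lower after D3Inj in males and in wildtype-mated females on day 4, without passing the test. In males their log2 fold changes were -1.22 (SE 0.31) for tim and -1.87 (SE 0.42) for vri, at adjusted p = 0.737 and 0.375 from edgeR. In wildtype-mated females they were -0.91 (SE 0.31) and -1.04 (SE 0.41), with an adjusted p of 0.917 from edgeR for both. In virgin females tim and vri stood at 0.037 and 0.08, and in SP0-mated females at 0.093 and 0.33. Clk itself had 0.45 in males and 0.26 in wildtype-mated females, and per had -0.43 and -0.28; these 4 genes were chosen after their values were seen. Of 11 circadian genes, 0 passed in males over all genes, and 2 were higher and 4 lower when adjusted over the list alone (edgeR). The fry adjusted p of this list was 0.987 one way and 0.848 in either direction in males, and 0.962 and 0.937 in wildtype-mated females. Without sham male library 1 it was 0.000742 in either direction in males, and without sham wildtype-mated library 1 it was 0.0471 one way in wildtype-mated females. The D3Inj response of males minus that of wildtype-mated females was -0.32 (SE 0.43) for tim and -0.83 (SE 0.58) for vri on the log2 scale, and that of wildtype-mated minus virgin females was -0.94 (SE 0.43) for tim. GstE11, a glutathione S-transferase chosen after its value was seen, had one of the 3 smallest p values for the difference between males and wildtype-mated females, at -1.48 (SE 0.35, adjusted p = 0.783 from edgeR). Of the 19 gut genes tested, 14 had a positive difference between males and wildtype-mated females, 0 passed over all genes and 5 did when adjusted over the list alone; D3Inj male library 3 and sham wildtype-mated library 3 stood apart in these genes. No feature passed this edgeR test of the difference in response on day 4, and 524 had an unadjusted p under 0.05, where chance gives 732. By DESeq2 on the same libraries 5 features passed, all with a more positive response in males, and by edgeR on all 48 libraries 13 did.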

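Cpr47Ef, which encodes a cuticle protein, was higher in male brains on the day after D3Inj, at 1.75 ± 0.486 CPM (SD, n = 3 libraries) against 0.358 ± 0.0785 in sham males. Its log2 fold change was 2.29 (SE 0.35, adjusted p = 0.0196 from edgeR), and all 3 D3Inj libraries lay above all 3 sham libraries. Cpr47Ef (FBgn0033603) lies on chromosome 2R of dm6 from 11266915 to 11272575. LanA and LanB2, which encode laminin subunits of the basement membrane, had log2 fold changes of 0.35 (SE 0.076) and 0.38 (SE 0.086) in males without passing the test. Sarm, which encodes a TIR-domain protein that drives axon degeneration, had 0.20 (SE 0.045), at 392 ± 5.58 CPM against 341 ± 7.77, with an adjusted p of 0.375 for each of the 3 genes from edgeR. In wildtype-mated females Cpr47Ef was at 1.26 ± 0.203 CPM after D3Inj and 0.446 ± 0.126 in sham, a log2 fold change of 1.50 (SE 0.35). Sarm, LanA and LanB2 stood at 0.13 (SE 0.045), 0.23 (SE 0.075) and 0.24 (SE 0.084), and the adjusted p of all 4 genes was 0.917 from edgeR. The response of Cpr47Ef in males minus that in wildtype-mated females was 0.79 (SE 0.50, adjusted p = 1 from edgeR). Cpr47Ef was the only feature called in males by edgeR on the 24 libraries, 434 features had an unadjusted p under 0.05 (250 higher, 184 lower), and DESeq2 on the same libraries called 10 higher and 1 lower. The call of Cpr47Ef ended without D3Inj male library 1 or 2 or any 1 of the sham male libraries, with all 48 libraries, and with the 6 male libraries alone in edgeR. In wildtype-mated females edgeR called 0 features, 783 had an unadjusted p under 0.05 (388 higher, 395 lower; chance gives 732), DESeq2 on the same libraries called 0 and DESeq2 on the 6 libraries alone called 2 higher and 12 lower. With D3Inj and sham taken from the column headers, all 3 D3Inj wildtype-mated libraries lay above all 3 sham libraries for Cpr47Ef and for Sarm. All D3Inj libraries lay beyond all sham libraries for 7.4% of features in males and 9.6% in wildtype-mated females, where chance gives 10%.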

D3_Inj_ induced 18 upregulated and 58 downregulated transcripts in male brains at 1 dpi and 121 significant alterations (22 upregulated and 99 downregulated) in brains of wildtype-mated females (Figure 8C). However, we found a very few shared changes (14 genes) that are largely related to small molecule metabolic process (GO: 0044281) between male and female brains, suggesting sexually dimorphic responses to vmHT (Figure 8D, see Supplementary file 1a for the complete list of acute differentially expressed genes). 

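FASN1, which encodes fatty acid synthase, was at 734 ± 50.0 CPM in D3Inj males and 698 ± 99.8 in sham males, and at 1148 ± 234 and 1012 ± 174 in wildtype-mated females (SD, n = 3 libraries). Its log2 fold changes were 0.072 (SE 0.15) and 0.18 (SE 0.15), with adjusted p = 1 and 0.95 from edgeR. Gart and Paics, which encode enzymes of purine synthesis, had 0.02 (SE 0.20) and 0.054 (SE 0.21) in males and 0.20 (SE 0.20) and 0.092 (SE 0.21) in wildtype-mated females. Desat1, a fatty acid desaturase, had -0.028 and 0.042, and apolpp, the precursor of the lipid carrier lipophorin, had 0.046 and 0.004. CCHa2, a nutrient-responsive peptide hormone, had -0.059 in males and -0.054 in wildtype-mated females. Of the 14 genes that Supplementary file 1a marks as shared between males and wildtype-mated females, 0 passed the edgeR test in either, 5 had a negative log2 fold change in males and 4 in wildtype-mated females. CtsK2, a cathepsin gene, had the lowest value in males, -0.23 (SE 0.37). Among 19 genes of purine and one-carbon metabolism, 15 were positive and 4 negative in males (median 0.0724, fry adjusted p = 0.987), and 11 were positive and 8 negative in wildtype-mated females (median 0.0634, fry adjusted p = 0.962). Among 22 genes of lipid synthesis, 14 were positive and 8 negative in males, and 13 and 9 in wildtype-mated females; in both, the median was above 0 and the mean below it. No member of either list passed over all genes, and 1 gene of lipid synthesis was lower in males when adjusted over the list alone (edgeR). Of these lists, 8 and 4 members stand in Supplementary file 1 and were thus chosen by the study on these samples. The edgeR calls of males and of wildtype-mated females, 1 and 0, leave no feature to share. The listed values of wildtype-mated females match another grouping of the libraries than the headers. With D3Inj library 2 and sham libraries 1 and 3 set against the rest, DESeq2 gave 110 of 110 within 0.0001, and by the headers 0. In males another grouping also lay closer (correlation 0.99 across features, against 0.396 by the headers). These groupings were tried after the values were seen, and which is true stays open. From the small number of shared changes, which it relates to small molecule metabolism, the paper proposes that the responses to vmHT are sexually dimorphic.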

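In virgin females 8 features were called on day 4, all lower after D3Inj, and they include betaTry, a digestive trypsin, Bace, which encodes an aspartic protease, CG12374, CG5107, CG17192 and CG6295. betaTry was at 0.189 ± 0.255 CPM in D3Inj and 56.6 ± 49.1 in sham virgin females (SD, n = 3 libraries), a log2 fold change of -8.17 (SE 1.37, adjusted p = 0.0121 from edgeR). Bace (FBgn0032049, chromosome 2L of dm6 from 8494893 to 8496307) was at 1.22 ± 0.277 and 13.6 ± 10.5 CPM, with -3.48 (SE 0.53, adjusted p = 0.00517 from edgeR). Of the 19 gut genes tested, fixed as a list of markers of another tissue, 16 were lower, with 1 called over all genes and 13 when adjusted over the list alone, at a median log2 fold change of -5.87 (fry adjusted p = 0.686 one way and 0.87 in either direction). With the library number as a replicate block the fry adjusted p of this list in either direction was 0.025. Without sham virgin library 1 it was 0.000609 one way. The gut list lay 4.99 and 5.02 above the day 4 mean in log2 CPM in sham virgin libraries 2 and 3 and -1.96 from it in sham virgin library 1, with D3Inj virgin libraries at -0.97, -0.04 and -0.23. Without the 4 libraries highest in gut genes, left out after seeing the data, betaTry, CG12374, CG6295 and CG17633 turned in direction in virgin females. Sham virgin library 1 alone is left in this setting, and it holds 0 counts of betaTry, CG12374 and CG17633. The turns were thus largely fixed by the choice of libraries and decide nothing on the effect of D3Inj. Without any 1 of the D3Inj virgin libraries, or without sham virgin library 2 or 3, 0 features were called; without sham virgin library 1, 28 were. In SP0-mated females CG43693 (FBgn0263776, chromosome 3L of dm6 from 11036358 to 11051371) fell from 130.5 ± 2.57 CPM in sham to 109 ± 2.47 after D3Inj. Its log2 fold change was -0.27 (SE 0.043, adjusted p = 0.0389 from edgeR), the only call, and the call ended without any 1 of the 6 libraries. The antimicrobial peptide (AMP) genes AttB and DptB, induced by bacterial infection, had -3.98 (SE 1.10) and -4.54 (SE 1.48) in SP0-mated females at an adjusted p of 1 from edgeR. Of 17 AMP genes, 15 were lower in SP0-mated females, 0 over all genes and 9 when adjusted over the list alone (median -2.14, fry adjusted p = 0.685), and sham SP0-mated libraries 2 and 3 stood at 2.05 and 2.2 above the day 4 mean of these genes, against -0.52 for library 1. All 19 genes of purine and one-carbon metabolism were negative in SP0-mated females, at a median of -0.278 (fry adjusted p = 0.685). Features with an unadjusted p under 0.05 from edgeR numbered 630 in virgin and 613 in SP0-mated females, and DESeq2 on the same libraries called 17 and 2. DESeq2 on the 6 libraries of a comparison called 31 in virgin females, with 10 of the 16 listed in Supplementary file 1a among them. In SP0-mated females it called 13, all of them listed, with log2 fold changes within 0.0001 of the listed values. 

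**Figure D1:**
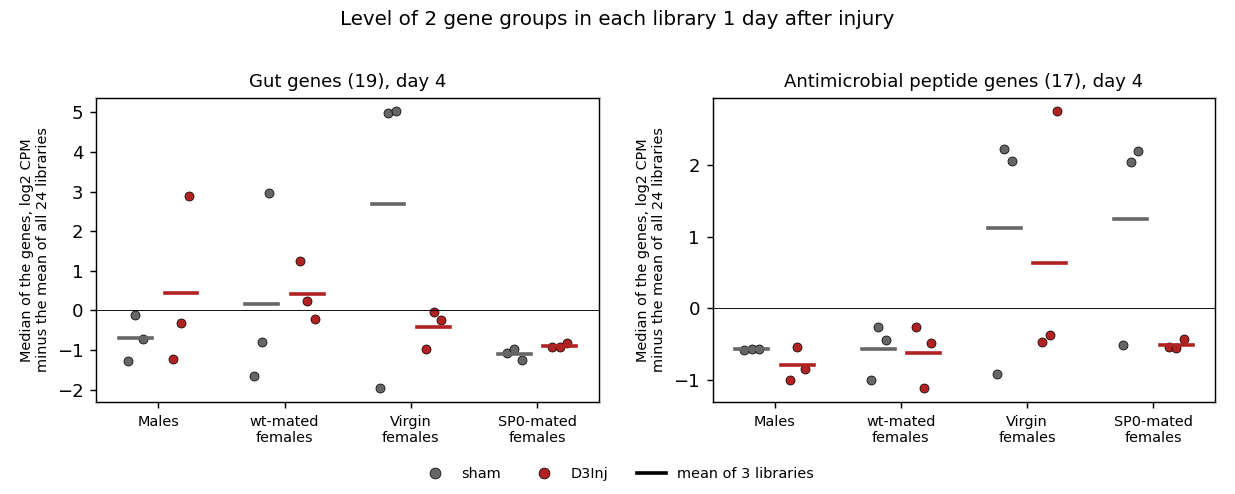
Median log2 CPM of the 19 gut genes and of the 17 AMP genes in each library of day 4, minus the mean of the 24 libraries, by kind of fly and treatment. Sham virgin libraries 2 and 3 lie at 4.99 and 5.02 for the gut genes, and sham SP0-mated libraries 2 and 3 at 2.05 and 2.2 for the AMP genes.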

Interestingly, we observed a much smaller number of transcriptomic changes in virgin females and SP^0^-mated females (16 and 13, respectively) which minimally overlapped with injury-induced changes in male and wildtype-mated female brains. 

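The response of CG17192, a gene model of a lipase family, differed by 4.95 on the log2 scale (SE 0.93) between wildtype-mated and virgin females on day 4, and that of Bace by 4.27 (SE 0.77), with an adjusted p of 0.163 for both from edgeR. CG5107 differed by 5.18 (SE 1.03, adjusted p = 0.171 from edgeR), and 18 of 19 gut genes had a positive difference (3 past the threshold when adjusted over the list alone, 0 over all genes). Sham virgin libraries 2 and 3 and sham wildtype-mated library 3 stood apart in gut genes. Cpr47Ef and Sarm differed by 0.31 (SE 0.50) and -0.06 (SE 0.064) between these females. Between wildtype-mated and SP0-mated females the response of CG43693 differed by 0.35 (SE 0.06, adjusted p = 0.0824 from edgeR), next to lncRNA:CR32582 at 3.38 (SE 0.61), a long noncoding RNA chosen after its value was seen. AttA, an AMP gene, differed by 2.16 (SE 1.04, adjusted p = 1 from edgeR), Mtk by 1.87 (SE 1.18) and vri by -1.38 (SE 0.59). No feature passed either edgeR test of a difference in response, and 629 (virgin) and 612 (SP0-mated) had an unadjusted p under 0.05, where chance gives 732. DESeq2 on the same libraries called 6 and 3 features, and edgeR called 11 between wildtype-mated and virgin females without sham virgin library 1. Males were compared in this way with wildtype-mated females alone.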

Overall, data from the acute timepoint suggest that the immediate response to vmHT is sexually dimorphic and dependent on reproductive status.

Next, we analyzed differential transcriptomic changes of sham and D3_Inj_ brains at the chronic timepoint (6 wkpi). Strikingly, only a small number of transcripts were found to undergo significant changes in each condition (Figure 8E). 

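The Attacin gene AttA (FBgn0012042), which encodes an AMP against Gram-negative bacteria, was at 2.73 ± 0.192 CPM in D3Inj males on D45 and 7.12 ± 3.78 in sham males (SD, n = 3 libraries), and all 3 D3Inj libraries lay below all 3 sham libraries. Its log2 fold change of -1.40 (SE 0.26) did not pass (adjusted p = 0.283 from edgeR). AttB had -3.51 (SE 0.85, adjusted p = 0.515 from edgeR), and BomBc1, a Bomanin induced by Toll signaling, had -1.59. Genes of phototransduction were lower without passing, with -1.08 for inaC, an eye-specific protein kinase C, -0.62 for the rhodopsin Rh4, -0.72 for Arr1 and -0.50 for ninaC. Of 34 photoreceptor genes, 24 were negative (median -0.473, fry adjusted p = 0.301 one way, and 0.00894 in either direction without sham male library 3), and 8 of the list stand in Supplementary file 1. Cpr49Ae, a cuticle protein gene, had -3.52 (SE 0.80, adjusted p = 0.487 from edgeR), and Ugt35B1, a glucuronosyltransferase gene, had -0.29. Of 23 heat shock genes, 19 were negative (median -0.165), with a fry adjusted p of 0.134 for a shift one way and 0.0871 for changes in either direction. Without D3Inj male library 3 the fry value of these genes was 0.00885 one way, and without sham male library 2 it was 0.0471 in either direction. No feature was called in males on D45 by edgeR, 872 had an unadjusted p under 0.05 (458 higher, 414 lower; chance gives 764), and DESeq2 on the same libraries called 1 higher and 2 lower. AttA passed with DESeq2 on the same libraries, with no filter on low counts and without sham male library 3, where edgeR called 3 features, and Cpr49Ae passed with DESeq2 on the same libraries and with all 48 libraries in edgeR. All D3Inj libraries lay beyond all sham libraries for 12.6% of features, where chance gives 10%.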

In males, D3_Inj_ induced 1 upregulated and 10 downregulated gene transcripts on D45 compared to the sham group. 

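Hsp83 (FBgn0001233), which encodes the chaperone Hsp90, was at 700.2 ± 95.9 CPM in D3Inj wildtype-mated females on D45 and 786 ± 46.7 in sham (SD, n = 3 libraries), a log2 fold change of -0.17 (SE 0.15). CG3308 (FBgn0038877) had -0.18 (SE 0.16), ltl (larval translucida, FBgn0268063), a leucine-rich repeat protein, had -0.19 (SE 0.15), and Cyp4g15 (FBgn0030304), a cytochrome P450, had -0.099 (SE 0.091). The adjusted p of these 4 genes was 0.991 from edgeR. Miox (FBgn0036262), which encodes myo-inositol oxygenase, was at 155 ± 29.9 and 160.1 ± 35.2 CPM, with -0.048 (SE 0.16, adjusted p = 0.994 from edgeR). Of 22 neuronal genes 20 were positive (median 0.0397, fry adjusted p = 0.662), and of 22 genes of lipid synthesis 19 were negative (median -0.0696, fry adjusted p = 0.662). edgeR on the 24 libraries called 0 features in wildtype-mated females on D45, 730 had an unadjusted p under 0.05 (362 higher, 368 lower; chance gives 764), and DESeq2 on the same libraries called 0. With the 6 libraries alone, DESeq2 called 2 higher and 8 lower and edgeR 2 lower. All D3Inj libraries lay beyond all sham libraries for 11.1% of features, where chance gives 10%.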

In wildtype-mated females, D3_Inj_ elicited eight significant alterations (two upregulated and six downregulated). Virgin female brains exhibited significant changes in only two transcripts (one upregulated and one downregulated), whereas SP^0^-mated female brains showed changes in 20 transcripts (15 upregulated and 5 downregulated) (for a list of all chronic differentially expressed genes, see Supplementary file 1b). 

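In SP0-mated females the heat shock genes DnaJ-1, which encodes a co-chaperone of the Hsp40 family, and Hsp110 had log2 fold changes of -0.57 (SE 0.14) and -0.32 (SE 0.088) on D45. DnaJ-1 was at 136 ± 25.3 CPM after D3Inj and 202 ± 14.7 in sham (SD, n = 3 libraries), and its adjusted p was 0.724 from edgeR. Of 23 heat shock genes 20 were negative, 0 passed over all genes and 5 were lower when adjusted over the list alone; the median was -0.196, with fry adjusted p = 0.149 for a shift one way and 0.0565 for changes in either direction. Without sham SP0-mated library 3 the fry value of these genes was 0.0254 one way, and without D3Inj SP0-mated library 3 it was 0.0155 in either direction. Of 22 neuronal genes 20 were negative (median -0.0955, fry adjusted p = 0.149), with -0.15 (SE 0.044) for the synaptic vesicle gene Syn, -0.18 for the microtubule-associated futsch and -0.14 for the potassium channel gene Shab. alpha-Est9, an esterase gene, and CAH7, a carbonic anhydrase gene, had 0.28 (SE 0.072) and 0.29 (SE 0.09), and the neuropeptide gene Dh44 had -0.23. Of the 19 genes that Supplementary file 1b lists for SP0-mated females, 0 passed the edgeR test on the 24 libraries; DESeq2 on the 6 libraries of the comparison called 48 higher and 11 lower, these genes among them. In virgin females the stress-induced Turandot genes TotA, TotC, TotM and TotX, which encode secreted peptides, had -2.96 (SE 0.69), -4.27 (SE 0.98), -4.42 (SE 1.07) and -1.93 (SE 0.55), each at an adjusted p of 1 from edgeR. These were the 4 genes lower when adjusted over the list alone among 25 injury and stress genes, and they were picked out after their values were seen. The transposon insertion invader2{}1169 was at 205 ± 5.85 CPM after D3Inj and 149 ± 21.3 in sham virgin females, with 0.46 (SE 0.23), and Ir7c had too few counts to be tested. edgeR called 0 features in both kinds of female; 288 in virgin and 984 in SP0-mated females had an unadjusted p under 0.05, where chance gives 764, and DESeq2 on the same libraries called 0 and 0. D3Inj and sham libraries did not overlap for 6.8% of features in virgin and 11.1% in SP0-mated females, where chance gives 10%.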

We noted the lack of common injury-induced changes between all four conditions, except for one transcript shared between males, wildtype-mated females, and SP^0^-mated females (Figure 8F). This suggests that chronic transcriptomic profiles in response to vmHT were also sexually dimorphic and reproductive status dependent. 

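Hsp83 is the 1 gene that Supplementary file 1b lists for males, wildtype-mated females and SP0-mated females. On D45 it was at 682 ± 177 CPM in D3Inj males and 912 ± 137 in sham males, and at 650.0 ± 94.5 and 939 ± 109 in SP0-mated females (SD, n = 3 libraries). The log2 fold change was -0.42 (SE 0.15, adjusted p = 0.816 from edgeR) in males, -0.53 (SE 0.15, adjusted p = 0.724 from edgeR) in SP0-mated females and 0.34 (SE 0.15, adjusted p = 1 from edgeR) in virgin females. The response in wildtype-mated females minus that in virgin females was -0.51 (SE 0.21, adjusted p = 1 from edgeR). With 0 features called per kind of fly by edgeR on the 24 libraries, 0 were shared.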

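On D45 the AMP gene AttA had the response of males minus that of wildtype-mated females at -1.38 (SE 0.38, adjusted p = 0.881 from edgeR). Of 17 AMP genes 15 had a negative difference of this kind, 0 passed over all genes and 7 did when adjusted over the list alone (fry adjusted p = 0.977). The features with the smallest p were an insertion of the transposon Cr1a, at 0.78 (SE 0.15, adjusted p = 0.338 from edgeR), and CG15772 at -0.53 (SE 0.11); these, and tna below, were chosen after their values were seen. Between wildtype-mated and SP0-mated females the smallest p values include tna, a gene of the trithorax group, at 0.22 (SE 0.052, adjusted p = 0.893 from edgeR), and DnaJ-1 differed by 0.45 (SE 0.19). All 22 neuronal genes had a positive difference between these females, with 0 past the threshold over all genes, 1 when adjusted over the list alone and a fry adjusted p of 0.0572. No feature passed the edgeR test of the difference between males and wildtype-mated females, between wildtype-mated and virgin females or between wildtype-mated and SP0-mated females; 823, 467 and 818 had an unadjusted p under 0.05, where chance gives 764, and DESeq2 on the same libraries called 2, 0 and 0. From the lack of changes common to the 4 conditions, the paper proposes that the chronic profiles, too, depend on sex and reproductive status.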

Importantly, vmHT altered the expression of seven unique genes in wildtype-mated female brains. Three of these transcripts lie within immune system processes (GO:0002376), but the functions of the other four transcripts were not as clear. Specifically, mated females exhibited a decrease in the expression of two AMP genes, *Metchnikowin* and *Diptericin B*, both involved in the humoral immune response (Hanson and Lemaitre, 2023). 

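The 7 genes that Supplementary file 1b lists for wildtype-mated females and no other kind of fly are Mtk, DptB, PPO2, Cyp4g15, CG3308, ltl and Miox. In males on D45 the log2 fold changes were -0.041 (SE 0.09) for Cyp4g15, -0.11 (SE 0.16) for CG3308, -0.058 (SE 0.15) for ltl and 0.099 (SE 0.16) for Miox. In virgin females they were 0.13, 0.25, 0.18 and 0.12, and in SP0-mated females 0.11, -0.02, 0.033 and 0.22, in the same order. The responses of wildtype-mated minus virgin females were -0.23 (SE 0.13) for Cyp4g15, -0.43 (SE 0.22) for CG3308 and -0.37 (SE 0.22) for ltl, each at an adjusted p of 1 from edgeR. For Miox the difference between wildtype-mated and SP0-mated females was -0.27 (SE 0.23, adjusted p = 0.937 from edgeR).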

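Mtk (FBgn0014865, chromosome 2R of dm6 from 15408846 to 15409113), which encodes the antifungal and antibacterial peptide Metchnikowin, was at 1.23 ± 0.935 CPM in D3Inj wildtype-mated females on D45 and 1.48 ± 0.613 in sham (SD, n = 3 libraries). Its log2 fold change was -0.28 (SE 0.49, adjusted p = 0.993 from edgeR), and 2 of the 3 D3Inj libraries lay below all sham libraries. DptB (FBgn0034407, chromosome 2R of dm6 from 18867391 to 18867895), an AMP gene induced by the Imd pathway, was at 0.397 ± 0.688 CPM after D3Inj and 0.247 ± 0.328 in sham. The log2 fold change of DptB was 0.65 (SE 1.60, adjusted p = 0.993 from edgeR). D3Inj library 1 held all counts of DptB after D3Inj; the other D3Inj libraries held 0 counts, which allows up to 3 counts per library, and without library 1 the direction turned. Compared with the spread between libraries, neither difference could be detected at this depth of 25377165 to 57795660 counts. These values hold for the grouping of the column headers. With D3Inj libraries 2 and 3 and sham library 2 set against the rest, tried after the values were seen, DESeq2 lay closer to the 8 listed log2 fold changes. Its median difference from them was 0.0659, against 0.271 by the headers, and which grouping is true stays open. 

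**Figure D2:**
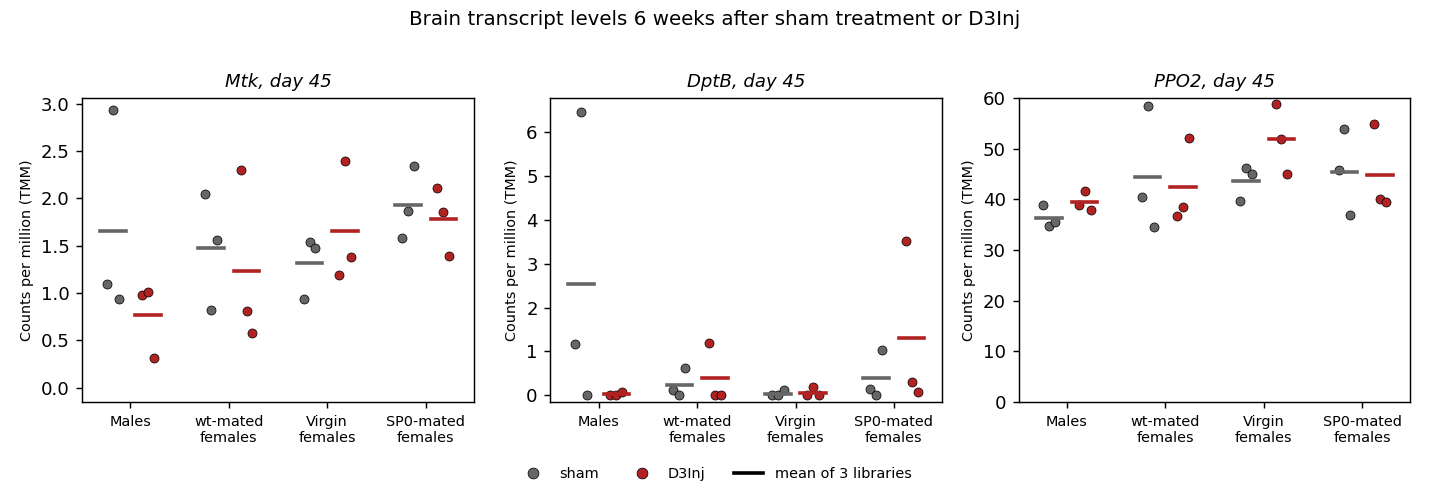
CPM of Mtk, DptB and PPO2 in each library of D45, by kind of fly, with sham libraries in grey and D3Inj libraries in red; bars are means of 3 libraries. In wildtype-mated females the means of Mtk are 1.48 (sham) and 1.23 (D3Inj).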

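PPO2 (FBgn0033367, chromosome 2R of dm6 from 9042261 to 9044709) encodes a prophenoloxidase stored in crystal cells, a class of blood cell. On D45 it was at 42.4 ± 8.5 CPM in D3Inj wildtype-mated females and 44.5 ± 12.4 in sham (SD, n = 3 libraries), a log2 fold change of -0.068 (SE 0.16, adjusted p = 0.993 from edgeR). In virgin females PPO2 was at 52 ± 6.88 and 43.7 ± 3.46 CPM, with 0.25 (SE 0.16), and it had 0.12 (SE 0.16) in males and -0.015 (SE 0.16) in SP0-mated females. Of 10 genes of melanization and clotting 4 were positive and 6 negative in wildtype-mated females (median -0.134, fry adjusted p = 0.789), with 0 past the threshold over all genes or when adjusted over the list alone; 3 of the list stand in Supplementary file 1.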

We also observed an increase in the expression of *Prophenoloxidase 2*, whose activation is involved in the defense against pathogens (Binggeli et al., 2014). Furthermore, none of these genes were identified in the acute timepoint, suggesting that the altered expression of these genes may be involved in the late emergence of neurodegenerative conditions in mated females.

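On day 4 in wildtype-mated females Mtk was at 1.03 ± 0.237 CPM after D3Inj and 1.25 ± 0.51 in sham (SD, n = 3 libraries), a log2 fold change of -0.27 (SE 0.87, adjusted p = 0.996 from edgeR). PPO2 was at 162 ± 35.5 and 161 ± 40.8 CPM, with 0.013 (SE 0.25, adjusted p = 0.999 from edgeR). DptB was close to 0 in both groups, at 0.0778 and 0.0112 CPM. Miox was at 92.3 ± 4.86 and 78.1 ± 14.8 CPM, with 0.24 (SE 0.12, adjusted p = 0.924 from edgeR), while Cyp4g15, CG3308 and ltl had -0.091 (SE 0.09), -0.061 (SE 0.089) and -0.035 (SE 0.14). None of the 7 genes passed the edgeR test on day 4. From their absence at the acute time point, the paper proposes that these genes may take part in the late emergence of neurodegenerative conditions in mated females.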

## Discussion

An emerging body of evidence suggests that early exposure to repetitive mild head trauma increases the risk of developing neurodegenerative conditions later in life. However, the underlying mechanisms remain unclear. In this study, we take advantage of the short lifespan and powerful genetic tools of *D. melanogaster*, in combination with our headfirst impact model (Behnke et al., 2021b), to investigate how early exposure to a very mild form of repetitive head trauma leads to late-life neurodegeneration. Previously, we showed that mild repetitive injuries can elicit degenerative phenotypes in both male and female flies, but female flies appear more vulnerable to the injuries (Behnke et al., 2021b). Our current study has further substantiated the previous findings by examining different age-at-injury cohorts and demonstrating their age-dependent and sexually dimorphic responses to a very mild form of repetitive head impacts. Furthermore, we discovered a strong link between SP signaling and injury-induced neurodegeneration in females. Compared to males, virgin females, and SP^0^-mated females, female flies mated to wildtype males were much more vulnerable to developing sensorimotor deficits and brain degeneration following injury exposure. This demonstrates, for the first time, the convergence and interaction of two supposedly separate pathways, namely the pathophysiological mechanisms elicited by mild head injury and the post-mating responses mediated by SP exposure. While activation of either one of these pathways was insufficient to generate neurodegenerative effects in females, their combination facilitated the emergence of quantifiable brain deficits. These findings provide an important foundation to further investigate the molecular and cellular mechanisms underlying sex differences in injury responses and neurodegeneration.

Sex-related differences have been documented in many medical conditions, including neurodegenerative disorders (Vegeto et al., 2020; Cerri et al., 2019; Nebel et al., 2018; Podcasy and Epperson, 2016) and neurotrauma of various severities (Yue et al., 2019; Gupte et al., 2019; Rauen et al., 2021). Sex differences include anatomical differences, sex gonadal hormones, and immunological responses, all of which presumably affect vulnerability to injury. In fact, there seems to be a growing consensus concerning sex-dependent effects in response to TBI, though clinical and preclinical findings are inconsistent. While female sex is more often associated with worse outcomes in human TBI studies, in preclinical TBI studies it is more frequently associated with better outcomes and neuroprotection after TBI (Gupte et al., 2019). Part of this disparity may be attributed to differences in injury severity and animal model, but the underlying drivers of sex differences in brain injury responses and neurodegenerative conditions remain to be fully elucidated. While sex differences in insects inherently differ from that in humans, there are some similarities associated with reproduction and hormone regulation. Therefore, it is likely that some of the fundamental mechanisms revealed in *Drosophila* may be conserved in humans.

Mating elicits two major types of changes in female flies; increase in egg-laying and reduction in receptivity to mating (Liu and Kubli, 2003; Chapman et al., 2003). Sperm alone can induce a short-term post-mating response, but a sustained response (>7 days) requires SP (Liu and Kubli, 2003). SP signaling via SPR activation is believed to switch the female to a state that maximizes reproduction (Yapici et al., 2008), which is considered evolutionarily beneficial. However, SP exposure can jeopardize female survival by decreasing daytime sleep (Isaac et al., 2010; Garbe et al., 2016), altering the immune system (Schwenke and Lazzaro, 2017; Short and Lazzaro, 2010; Short et al., 2012; Peng et al., 2005), and increasing female susceptibility to age-dependent tumors (Regan et al., 2016). To our knowledge, the current study is the first to directly show that SP-signaling can elevate vulnerability to injury-induced neurodegeneration in female flies. While mammals do not have SP, reproduction in females is known to dramatically alter metabolism, immune system, hormones, and neurobiology, all of which are vital for maintaining pregnancy. A connection between increased risk for neurodegeneration and hormonal changes associated with reproduction has been suggested in humans and other mammals (Xiong et al., 2022; Gilsanz et al., 2019; Jang et al., 2018). There are also contradictory findings, where female sex hormones are found to be neuroprotective (Ha et al., 2007; Song et al., 2020). These findings highlight the need for further animal studies with better controls of hormonal and reproductive cycles.

The current study also examines how aging affects response to mild head injury. In humans, age is one of the strongest outcome predictors for complications following head trauma, including mild trauma (Moretti et al., 2012; Jacobs et al., 2010; Bittencourt-Villalpando et al., 2021). Though the cause of injury may differ, older age is consistently associated with an increased incidence of head trauma, a slower overall recovery process, as well as greater morbidity and mortality following injury (Abdulle et al., 2018; Mosenthal et al., 2004). Consistent with these observations, we show that flies exposed to vmHT at older ages developed neurodegenerative deficits at a much faster rate than flies injured at younger ages. Our finding that aging accelerates injury-induced neurodegeneration is also supported by findings in humans and other animal models (Doust et al., 2021; Rowe et al., 2016; Ojo et al., 2013), suggesting conserved pathways underlying aging-induced vulnerability. Previous studies have suggested that mitochondrial function (Cui et al., 2012; Chistiakov et al., 2014) and immune function (Weyand and Goronzy, 2016; Haynes, 2020) decline with aging. Given that mitochondrial dysfunction (Cheng et al., 2012; Kim et al., 2017) and compromised immune responses Needham et al., 2019; Verboon et al., 2021 have also been implicated in TBI-induced brain dysfunction and degeneration, future work using our mild injury paradigm should investigate their contributions to aging-increased vulnerability and the development of neurodegeneration in response to head trauma.

Sex differences in aging are conserved across species. In line with this, we demonstrated sex differences in aging-associated vulnerability. While increasing age-at-injury in mated females is generally associated with more severe neurological deficits, females injured on D17 exhibit similar degrees of climbing deficits and vacuolation to those injured on D31, suggesting a possible plateau (Figure 3A). On the other hand, male flies are very resilient to vmHT at younger ages (D3 and D17), displaying little to no phenotypes even on D45 (Figure 3A). However, at the advanced age of 31 days post-eclosion, exposure to vmHT drastically accelerates neurodegeneration in the male brain, resulting in deficits similar to that of mated females of the same injury group (Figure 3B and E). As flies age, male flies seem to show a larger decline in resistance to injury-induced neurodegeneration than females. This finding is supported by work studying sex differences in immune senescence (Kubiak and Tinsley, 2017). In males, this is believed to occur principally due to age-related deterioration in barrier defenses, whereas in females this largely manifests in decreases in innate immunity. Older males may have a weaker exoskeletal defense system, making them more vulnerable to the effects of injury.

To gain some insights into the molecular mechanisms underlying the sexually dimorphic, late-life emergence of neurodegenerative conditions after early exposure to vmHT, we surveyed the transcriptomic landscapes of fly brains with and without vmHT exposure. We were specifically interested in identifying genes whose changes in expression might underlie the observed sex differences between male and mated females, as well as between females of varying reproductive status. 

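Over the 4 kinds of fly together, Cpr47Ef, the cuticle protein gene, was at 1.25 ± 0.44 CPM on day 4 after D3Inj by the headers. It was at 0.437 ± 0.135 in sham (SD, n = 12 libraries), and 11 of 12 D3Inj libraries lay above all sham libraries. The mean of the 4 log2 fold changes was 1.48 (SE 0.17, adjusted p = 0.00026 from edgeR), with 1.19 (SE 0.35) in virgin and 0.96 (SE 0.34) in SP0-mated females. Of 13 cuticle genes, a list that marks other tissue in a brain sample and holds Cpr47Ef, 11 were positive in this mean (fry adjusted p = 0.645 one way and 0.033 in either direction). At least 1 list passed in 11 of 100 labellings within the kinds of fly, so chance cannot be excluded for it. The list no longer passed without any 1 of several libraries. Sarm (FBgn0262579, chromosome 3L of dm6 from 8063874 to 8108897), which encodes the NAD-consuming driver of axon degeneration, rose by 0.16 (SE 0.022, adjusted p = 0.00293 from edgeR), from 341 ± 12.9 to 381 ± 15.9 CPM. The laminin genes LanB2 and LanA rose by 0.26 (SE 0.042, adjusted p = 0.0211 from edgeR) and 0.22 (SE 0.038, adjusted p = 0.0233 from edgeR), with 0.036 and 0.043 in SP0-mated females. This test of the mean of the 4 responses was chosen after seeing the data. It takes the D3Inj and sham labels of the headers as right, which are open for males and wildtype-mated females on day 4. When males were held out, 0 features were called from the other kinds on day 4. Over the 4 kinds the test called the 4 features named here on day 4, all higher, and 568 had an unadjusted p under 0.05. On D45 it called 0 features, with 592 at an unadjusted p under 0.05 and 0 called by DESeq2 on the same libraries. Without the 4 libraries highest in gut genes the day 4 count was 2 (1 higher, 1 lower) and Sarm no longer passed. The laminin calls ended without any 1 of several libraries, and DESeq2 called 20 features, all higher. Per kind of fly, edgeR called 1 higher and 9 lower over the 8 comparisons of D3Inj with sham, of which the 8 lower in virgin females on day 4 include the trypsin gene betaTry. At an unadjusted p under 0.05 the features split into 250 higher and 184 lower in males on day 4, 309 and 321 in virgin, 304 and 309 in SP0-mated females, and on D45 into 141 and 147 in virgin and 519 and 465 in SP0-mated females. 

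**Figure D3:**
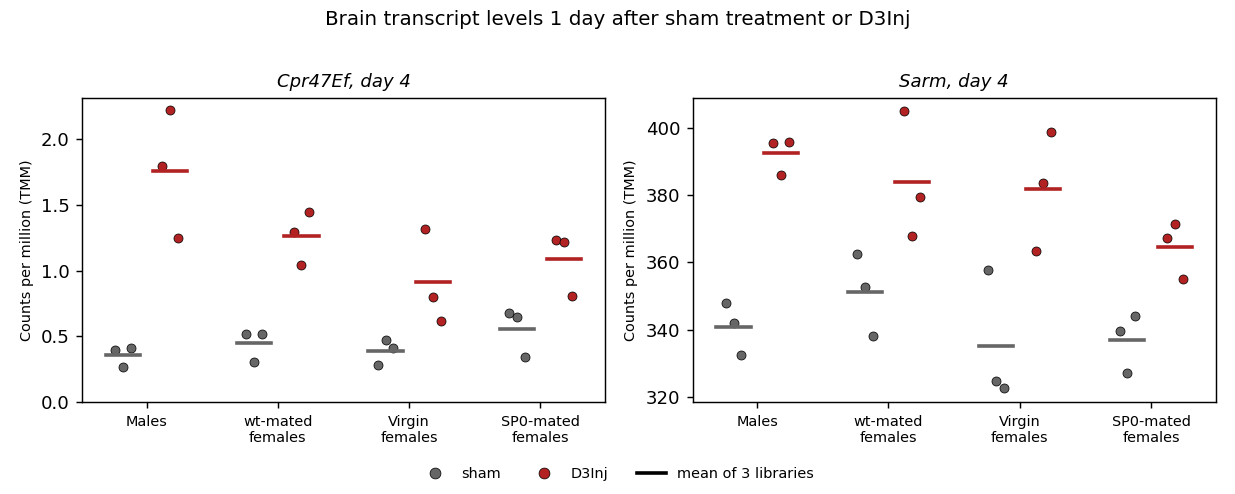
CPM of Cpr47Ef and Sarm in each library of day 4, by kind of fly, with sham libraries in grey and D3Inj libraries in red; bars are means of 3 libraries. By the column headers, in each kind of fly all 3 D3Inj libraries lie above all 3 sham libraries for both genes.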

Across all conditions and timepoints, we found that the injuries (regardless of age) elicited a very small number of differentially expressed genes that skewed toward decrease in expression. This was initially surprising, because previous *Drosophila* TBI work using the same RNA extraction protocol and sequencing company had reported large numbers of both immediate and lasting gene activation (Byrns et al., 2021). 

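In sham brains on day 4, the dosage compensation RNA roX1 was at 5576 ± 159 CPM in males and 19.1 ± 2.46 in wildtype-mated females (SD, n = 3 libraries), and the yolk protein gene Yp1 at 1.59 ± 0.797 and 1042 ± 506. Their log2 fold changes, males against wildtype-mated females, were 8.19 (SE 0.097) and -9.33 (SE 0.46). Blood cell genes were lower in males, with 12 of 13 markers of hemocytes negative (fry adjusted p = 3.73e-06), 6 called over all genes and 11 lower and 1 higher when adjusted over the list alone. Among them, Ppn, which encodes the matrix protein papilin, had -1.67 (SE 0.11) and Hml, a clotting factor of plasmatocytes, had -1.23 (SE 0.10). Of 10 genes of melanization and clotting 9 were negative (fry adjusted p = 0.00129), 5 called over all genes and 8 over the list alone, with -1.14 (SE 0.28) for PPO1 and -1.08 (SE 0.26) for PPO2. Glial genes were higher in males (fry adjusted p = 0.00129), with 4 of 16 called over all genes and 5 when adjusted over the list alone, such as the glutamine synthetase gene Gs2 at 0.36 (SE 0.065) and moody at 0.27 (SE 0.068). The transcription factor genes dsx and fru, of sex determination, had 1.10 (SE 0.19) and -0.56 (SE 0.075), and the insulin-like peptide gene Ilp3 had -1.30 (SE 0.13). Obp99b, an odorant-binding protein gene, had 3.88 (SE 0.36), the larval serum protein gene Lsp2 3.33 and the chitinase gene Cht2 -3.31. In all, edgeR called 446 features higher and 468 lower in males, with every single gene named here among them, and 586 to 948 when 1 of the 6 libraries was left out. The count fell below this range without the 4 libraries highest in gut genes, left out after seeing the data.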

When we compared sham males and females at the acute timepoint, we found robust sex-specific gene expression (data not shown) and distinct clustering by sex in our PCA (Figure 6B). This confirmed the validity of our data and subsequent analyses and suggested that the small number of differentially expressed genes was likely due to the mild nature of our injury paradigm. Furthermore, it is possible that not all flies experienced increased neurodegeneration following the mild injuries, which could mask transcriptomic changes due to injury-induced neurodegeneration. Unlike other work utilizing a more severe injury paradigm (Byrns et al., 2021), we did not find any acute gene changes that persisted until the very chronic timepoint of 6 weeks following injury, suggesting that mild injury may induce dynamic transcriptomic changes throughout a fly’s lifespan. Additionally, cellular mechanisms that directly contribute to the development of neurodegenerative conditions may not be immediately active following injury; instead, they may be revealed by aging. 

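Cpr47Ef, called in males on day 4, had a log2 fold change of -0.19 (SE 0.44) in males on D45, -0.025 (SE 0.44) in wildtype-mated, -0.56 (SE 0.46) in virgin and 0.43 (SE 0.47) in SP0-mated females. Sarm stood at 0.007 (SE 0.04) in males and 0.05 (SE 0.04) in wildtype-mated females on D45. CG43693, called in SP0-mated females on day 4, had -0.10 (SE 0.057, adjusted p = 0.802 from edgeR) in the same kind of fly on D45, and Bace had 0.31 (SE 0.35) in virgin females. The clock genes tim and vri had 0.82 (SE 0.66) and 0.85 (SE 0.61) in males on D45. The edgeR calls of wildtype-mated females on day 4 and on D45 shared 0 features, with 0 called at either time; the change in response between the time points was not tested.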

To better understand the connections and interactions between acute and chronic changes in the transcriptome, future studies may further characterize these dynamic changes at multiple timepoints throughout the fly’s lifespan.

Previous work using a mild injury model has shown that AMP expression is elevated in the brain immediately following injury (in the first 12 hr), returned to baseline at 24 hr post-injury, and then elevated again 1 week post-injury (Barekat et al., 2016). This suggests that persistent elevation of AMP expression levels and the activation of the innate immune system at a chronic timepoint contributes to neurodegeneration. For both mated females and males, our results comparing injured and sham flies at the acute timepoint (1 dpi) do not show any elevation of AMP or AMP-like genes, which is congruent with previous data. 

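On day 4 Mtk was at 0.86 ± 0.217 CPM in D3Inj males and 1.1 ± 0.285 in sham males (SD, n = 3 libraries), a log2 fold change of -0.38 (SE 0.89, adjusted p = 1 from edgeR). AttA had -0.012 (SE 0.79) in males and -0.33 (SE 0.75) in wildtype-mated females, and the antifungal peptide gene Drs had 0.24 (SE 0.70) and -0.23 (SE 0.67). Of 17 AMP genes 5 were positive and 10 negative in males (median -0.132, fry adjusted p = 0.987). In wildtype-mated females 8 were positive and 8 negative, where the median was 0, the mean 0.439 (0.142 with members at 0 in one group or both set to the bound of 3 counts) and the fry test downward (adjusted p = 0.962). Among 14 Bomanin and related genes, whose peptides are secreted on Toll signaling, 10 were positive and 4 negative in each, with BomS1 at -0.09 (SE 1.16) in males and 0.37 (SE 1.07) in wildtype-mated females. No member of either list passed the edgeR test, over all genes or when adjusted over the list alone; 6 members of each list stand in Supplementary file 1.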

A small percentage of immune-related gene changes were identified at this time, but these changes were all biased towards an injury-induced suppression. However, at 6 weeks post-injury, we find that the injury paradigm overwhelmingly depressed AMP and AMP-like gene expression in both male and mated female brains but not in virgin and SP-null mated female brains. 

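Of 33 genes of Toll and Imd signaling on day 4, 18 were positive and 15 negative in males, 14 and 19 in wildtype-mated, 20 and 13 in virgin and 7 and 26 in SP0-mated females, with a fry adjusted p of 0.987, 0.962, 0.954 and 0.685. In wildtype-mated females the median of this list was below 0 and its mean above. PGRP-LB, which encodes an amidase that dampens Imd signaling, had -0.018 (SE 0.19) in males and -0.19 (SE 0.19) in SP0-mated females. Of 10 genes of melanization and clotting 9 were positive in males, 7 in wildtype-mated, 9 in virgin and 2 in SP0-mated females; Tig, which encodes the clot protein tiggrin, had 0.73 (SE 0.23) in males and 0.69 (SE 0.22) in virgin females. No member passed over all genes (edgeR); when adjusted over the list alone, 1 gene of melanization was higher in males and 1 of Toll and Imd signaling lower in virgin females. PGRP-SC2, a gene of Toll and Imd regulation also expressed in the gut, had -1.76 (SE 0.39, adjusted p = 0.171 from edgeR) in virgin females, whose sham libraries 2 and 3 stood apart in gut genes.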

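In males on D45 all 17 AMP genes tested had a negative log2 fold change after D3Inj, at a median of -1.4; 0 passed over all genes and 9 were lower when adjusted over the list alone (edgeR). The fry adjusted p was 0.134 for a shift one way and 0.0871 for changes in either direction, and 0.174 for the 11 members outside Supplementary file 1, which the study did not pick from these samples. With the replicate block the list passed in either direction (fry adjusted p = 0.013) and not one way (0.101). The gut list, which stands for other tissue, also passed in either direction with the block (0.013). Its median in this comparison was -0.743, with a fry adjusted p of 0.367 one way without the block. Without sham male library 3 the AMP list passed both ways of testing (0.00411 one way and 0.000246 in either direction). Without any other male library the one-way value was between 0.297 and 0.658. Drs had -1.53 (SE 0.43, adjusted p = 0.679 from edgeR), DptB -6.41 (SE 1.87, adjusted p = 0.768 from edgeR) and Mtk -1.12 (SE 0.48, adjusted p = 0.816 from edgeR). Sham male libraries 1 and 2 stood 1.33 and 2.13 above the D45 mean of the AMP genes and library 3 at -0.48, and without sham male library 2 the median was -0.864 and 2 genes were lower over the list alone. In wildtype-mated females 9 of 17 were positive and 8 negative, at a median of 0.0202 (fry adjusted p = 0.988), with AttA at -0.017 (SE 0.28). In virgin females 11 were positive and 6 negative at a median of 0.269 (0.202 with members at 0 in one group set to the bound of 3 counts, fry adjusted p = 0.987), and in SP0-mated females 11 and 6 at a median of 0.557 (fry adjusted p = 0.879). Of 14 Bomanin and related genes 12 were negative in males (median -0.419, fry adjusted p = 0.367 one way, and 0.0356 in either direction without sham male library 3), 11 in wildtype-mated females (median -0.336, fry adjusted p = 0.708), 8 in virgin and 3 in SP0-mated females. In virgin females the fry test ran upward and the median and mean below 0. Of 33 genes of Toll and Imd signaling 28 were negative in males (median -0.104, fry adjusted p = 0.134, and 0.00255 without sham male library 3) and 18 in wildtype-mated females (fry adjusted p = 0.836). The response of Mtk in males minus that in wildtype-mated females was -0.84 (SE 0.69) and that of DptB -7.05 (SE 2.49, adjusted p = 0.917 from edgeR), and between wildtype-mated and virgin females Mtk differed by -0.61 (SE 0.68).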

Interestingly, injury-induced suppression of *Metchnikowin* and *Diptericin* and increased expression of *PPO2* observed at the chronic timepoint is correlated with female-specific late-life behavioral deficits and brain pathology. This finding is supported by a recent report that mated female flies exhibited decreased markers of oxidative stress following trauma, which could be due to immune suppression following a TBI-induced immune challenge (Jones et al., 2024). Additionally, work comparing bacterial infection in virgin, SP^0^-mated, and wildtype-mated females suggests that mating and particularly egg-laying reduce the female’s overall ability to defend against bacterial infections, leading to decreased expression of AMP genes after infections (Short et al., 2012). This process is mediated by increases in Juvenile Hormone (Schwenke and Lazzaro, 2017), which is known to suppress innate immune processes (Flatt et al., 2008). SP exposure also acutely activates the Toll-like receptor and immune deficiency (Imd) pathways in females, altering levels of *Metchnikowin* and *Diptericin (*Peng et al., 2005). Furthermore, even one instance of mating is sufficient to induce chronic immunosuppression (Gordon et al., 2022). These changes may compound injury-induced changes to disrupt immune homeostasis, leading to observed immunosuppression in mated females. At an advanced age, a decreased expression of AMPs suggests that the mated female fly’s innate defense may be worsened by injury, making them unable to mount a sufficient immune response to pathological insults and therefore more susceptible to infections and disease.

Our finding of the decreased expression of AMP genes at this very chronic timepoint of 6 weeks post-injury, in combination with other groups’ findings of short-term elevation of AMP genes, also suggests a temporally dynamic gene expression pattern in response to head injury. Though immune suppression in mated females seems to contribute to neurodegenerative phenotypes, it is not immediately clear why suppression of a different set of AMP genes was not sufficient for neurodegenerative phenotypes in males. Future work can utilize males injured at older ages or with a more severe paradigm to understand male-specific transcriptome changes that contribute to injury-induced neurodegenerative conditions. Finally, though our RNA-seq data is informative, we acknowledge that there is limited correlation between mRNA and protein levels. Clearly, future studies are needed to dissect the genetic components and molecular players involved in the sex-different development of neurodegenerative conditions after mild head trauma.

## Materials and methods

### Fly husbandry

Flies were maintained at 25°C, with 60% humidity on a 12 hr:12 hr light:dark cycle and kept in vials containing fresh fly media consisting of cornmeal, yeast, molasses, agar, and *p*-hydroxy-benzoic acid methyl ester. Vials were changed every 2–3 days to ensure fresh food and minimize flies getting stuck to wet food. The following stocks were used: *w^1118^* (BDSC, 5905), *neuronal synaptobrevin-GAL4* (*nSyb-GAL4*) (generously provided by Dr. T. Ngo from the Rubin Lab at Janelia Research Campus), SP null mutant line (0325/TM3, *Sb, ry*), SP deficiency line (Δ130/TM3, *Sb, ry*) (Liu and Kubli, 2003) (both generously shared by Dr. M. Wolfner at Cornell University), *SPSN-splitGAL4 (*Wang et al., 2020) (generously provided by Dr. K. Koh at Thomas Jefferson University), and *UAS-SPR RNAi* (BDSC, 66888). SP^0^ males (0325/Δ130) were generated by crossing the SP null mutant line to the deficiency line. Pan-neuronal and SPSN-specific knockdown of SPR was achieved by crossing *UAS-SPR RNAi* females to *nSyb-GAL4* and *SPSN-splitGAL4* males, respectively. Unless otherwise noted, flies used were progeny from *nSyb-GAL4* males crossed to *w^1118^* females. Virgin females and males were collected within 8 hr of eclosion and kept in separate vials. For mated flies, 1 day after collection, female and male flies were given 24 hr to mate and separated again after. Flies were handled meticulously without CO_2_ after separating by sex to negate anesthetic effects.

### Injury paradigm and apparatus

Flies were injured in accordance with the protocol detailed in Behnke et al., 2021b. Briefly, multiple flies were contained within a custom plastic injury vial designed to fit within an injury rig consisting of a cradle connected to a pulley system with a counterweight. To ensure consistency across injuries, each injury trial consisted of pulling the cradle downward to the base of the injury rig, followed by lightly tamping the cradle three times for all the flies to fall to the bottom of the vial before releasing it for upward acceleration. When the cradle and injury vial stopped at the top, the momentum of the fruit flies continued to propel them upward to the glass ceiling, where they sustained headfirst impacts. In this study, we modified the injury paradigm such that it consisted of one session of 15 impacts spaced 10 s apart (referred to as vmHT). Flies were injured at 3 days (D3_Inj_), 17 days (D17_Inj_), or 31 days post eclosion (D31_Inj_). Sham flies (control) were placed into the injury vials for the duration of an injury session (2.5 min) but did not receive any injuries. For subsequent data analyses, we combined all sham groups within each experiment as we observed no behavioral or pathological differences between them.

A subset of flies was subject to an eye-penetrating injury as a positive control for TUNEL staining. Here, flies were anesthetized on a CO_2_ pad while a fly pin penetrated one side of the eye and into the brain. Flies were given 1 day to recover before fixation and subsequent immunofluorescent staining. Dead flies were excluded from subsequent analyses.

### Video-assisted startle-induced climbing assay

Startle-induced climbing behavior was assessed using an mNGA. Climbing was assessed at the following timepoints after injury: 90 min, 1 day, 1 week, and weekly until D45. Flies were placed in plastic vials with a soft bottom consisting of 5% agar. Custom 3-D-printed caps wrapped in parafilm were used to contain the flies. Up to four vials were assayed at the same time, using a custom 3-D polylactic acid (PLA) printed rig. A lightboard was placed behind the apparatus to enhance background contrast for the video recordings. For each trial, the rig was lightly tamped three times, and fly movement was recorded using a Panasonic HC-V800 digital video recorder at 60 frames per second. Three trials were conducted for each video, spaced 1 min apart. Using FIJI, videos were cropped to fit individual vials, and then trimmed to the first 601 frames (10 s) after flies fell to the bottom. The 10 s videos then underwent manual fly behavior tracking or idTracker.ai and subsequent analyses. All testing took place between ZT 3 and ZT 8 (ZT, Zeitgeber time; lights are turned on at ZT 0 and turned off at ZT 12) and testing occurred between 20 and 23°C under laboratory lighting conditions.

Manual fly tracking was done using FIJI. Briefly, using the segmentation tool, the length of each vial was segmented into 10 equal bins and the number of flies in each bin was recorded at every second (every 60 frames), starting at the first frame. A CI for each second was calculated using the sum of the number of flies in each bin multiplied by the bin number and then divided by the total number of flies in the trial. Repeated-measures ANOVAs were used to compare the effects of the various ages-at-injury conditions on CIs for each second of the trials and post hoc tests were performed using the Bonferroni method.

Automated AI-powered tracking of fly negative geotaxis behavior was performed using idtracker.ai (Romero-Ferrero et al., 2019), a software utilizing a deep-learning algorithm that permits simultaneous positional tracking of multiple flies at high temporal resolution. 10 s NGA videos were processed in an Anaconda environment using a Dell workstation equipped with an NVIDIA Quadro RTX5000 graphic card. Tracking results were manually validated using the validate tool provided by idtracker.ai before generating fly coordinates in regard to the XY plane. Superimposed video clips with the speed tail for each fly were generated using the video tool from the idtracker.ai package. Python scripts based on Trajectorytools from idtracker.ai were used to determine the speed and directional orientation frame-by-frame in addition to climbing trajectories for each fly. Data was imported into Microsoft Excel and histogram plots were generated using Excel. Statistical analyses were performed using two-sample *t*-tests.

### Immunohistochemistry

Immunohistochemistry and image analyses were performed as described in our previous publication (Behnke et al., 2021a). Whole flies were fixed for 3 hr in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) containing 0.5% Triton-X (PBS-T) at room temperature with nutation. Flies were next rinsed four times for 15 min each with PBS-T and brains were subsequently dissected in PBS. Brains were permeabilized overnight in 0.5% PBS-T at 4°C with nutation then blocked in 5% normal goat serum (NGS) in PBS-Triton for 90 min at room temperature with nutation. Brains were stained with Hoechst 33342 solution (1:1000; Thermo Scientific 62249) and Alexa Fluor 594 (AF594) phalloidin (1:400, Invitrogen A12381). Regions devoid of Hoechst and phalloidin signal that are not associated with physiological structures such as the esophagus were considered vacuoles. For TUNEL staining, brains were incubated with the mixture of two solutions in the In Situ Cell Death Detection Kit, Fluorescein (Roche-11684795910) at 37°C for 1 hr. For structural analyses of PDF neurons and mushroom bodies, brains were incubated with 5% NGS and primary antibodies (1:100 DSHB mouse anti-PDF C7 or 1:50 mouse anti-Fasciclin II 1D4) in 0.5% PBS-T for 2 days at 4°C with nutation. Following primary antibody staining, brains were then washed four times in 0.05% PBS-T and then incubated with 5% NGS and secondary antibody (1:400 Alexa 594 goat anti-mouse IgG, Invitrogen A11032) in 0.5% PBS-T for 2 days at 4°C with nutation. Stained brains were rinsed 4 × 15 min with PBS-T, followed by one wash in PBS for 90 min and then mounted on glass slides within SecureSeal Imaging Spacers (Grace Bio-Labs, Bend, OR) containing SlowFade Gold Antifade mounting medium (Life Technologies, Carlsbad, CA S36937). Whole-brain imaging at 1 μm steps was performed using an Olympus FV1000MPE two-photon system equipped with a water immersion objective XLPLN25XWMP (working distance of 2 mm and N.A. of 1.05). For TUNEL staining, imaging was performed using a confocal microscope (Nikon C2+confocal system based on a Ti2-E microscope) at 1 μm steps. Image analysis was performed using ImageJ (Fiji) software. The number and size of vacuoles were recorded and statistically assessed using nonparametric Wilcoxon rank-sum tests and post hoc tests using the Bonferroni method.

### RNA extraction and sequencing

Injured and sham flies were injured at 3 days post-eclosion. At 1 day and 6 weeks post-injury, brains from males, wildtype-mated females, virgin females, and SP^0^-mated females were collected, resulting in 16 conditions, each condition containing three independent cohorts of n = 40 flies. RNA from brain tissue was extracted by TRIzol/Chloroform extraction (Thermo Fisher, 15596026) and further clean-up with the Zymo DNA Clean & Concentrator-5 kit (D4004) with on-column DNase treatment (Thermo Fisher, AM1907). Once obtained, RNA samples were transferred on dry ice to Admera Health for library preparation and sequencing. Total RNA integrity was checked by BioAnalyzer. QIAseq FastSelect rRNA Fly+NEB Ultra II Directional kit was used to deplete rRNA and prepare stranded cDNA libraries. Samples were sequenced on NextSeq High Output Flow Cell (Illumina) for 150 cycles to generate a total of 60 M paired-ended, 101 base-pair reads.

### Bioinformatic analyses

Following sequencing, raw FASTQ reads passing QC filter (Q > 30) were obtained from BaseSpace. Analyses were conducted on the Galaxy web platform using the public server at https://usegalaxy.org/ (Afgan et al., 2018) and then on R on a local machine. Quality control on the data was performed using FastQC (Andrews, 2010), and data was subsequently mapped using RNA STAR (Dobin et al., 2013) and the Ensembl (Cunningham et al., 2022) gene annotation for *Drosophila melanogaster* reference genome (dm6). Mapping results were examined using IGV (Robinson et al., 2011), IdxStats from the Samtools suite (Danecek et al., 2021), and Gene Body Coverage tool and Read Distribution from the RSeQC tool suite (Wang et al., 2012). Mapped reads were then assigned to exons/genes and tallied using featureCounts (Liao et al., 2014). To enable inter-sample read count comparisons, count normalization and differential expression analysis were conducted using DESeq2 (Love et al., 2014) with models that incorporate sex, age, and injury conditions. Functional enrichment analyses of any differentially expressed genes were conducted using enrichGO from clusterProfiler 4.0 (Wu et al., 2021). Manual searches and annotations of genes were performed using FlyBase (Gramates et al., 2022). RNAseq raw and processed data are available at Gene Expression Omnibus (GEO, access number: GSE274136).

### Data reporting and statistical analysis

No statistical methods were used to determine sample sizes but are consistent with sample sizes of those generally employed in the field. All experiments contained three biological replicates, unless otherwise noted. All flies in each vial were administered the same treatment regimen. For each experiment, the experimental and control flies were collected, treated, and tested at the same time. For behavioral and pathological data, statistical analyses for comparisons were as described above. All statistical analyses were performed using R packages (R v4.2.2, [rstatix]). p-values are indicated as follows: ***p<0.001; **p<0.01; *p<0.05.

## Data Availability

RNA sequencing data have been deposited in GEO under the access code GSE274136. The following dataset was generated: YeC HoR MobergKH ZhengJQ 2024Adverse Impact of Female Reproductive Signaling on Age-Dependent Neurodegeneration After Mild Head Trauma in DrosophilaNCBI Gene Expression OmnibusGSE27413610.7554/eLife.9790839213032

## Additional files

Supplementary file 1. Summary of the RNAseq data on transcriptomic changes and all the statistical comparison results. (a) List of all differentially expressed genes acutely after vmHT exposure. (b) List of all differentially expressed genes at the chronic time point (day 45) after vmHT exposure on day 3. (c) List of statistical comparisons and p-values.

MDAR checklist

# Supplementary material for: Adverse impact of female reproductive signaling on age-dependent neurodegeneration after mild head trauma in Drosophila
**Source:** eLife. 2024 Aug 30;13:RP97908. doi: 10.7554/eLife.97908
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Provided in Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Deposited in Gene Expression Omnibus repository: access # GSE274136 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Drosophila Melanogaster. Provided in Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods |  |
| Randomisation |  | **N/A** |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods |  |
| Define whether data describe technical or biological replicates. | Materials and Methods |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

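RNA of Drosophila melanogaster brains was sequenced for males and for 3 kinds of female (virgin, wildtype-mated, and SP0-mated, whose mates lack sex peptide), each after D3Inj or sham treatment, on day 4 and day 45. This gives 16 groups with 3 libraries each, 48 libraries in all. The authors describe 3 independent cohorts of 40 flies, extraction with TRIzol and removal of ribosomal RNA with QIAseq FastSelect. They describe stranded libraries (NEBNext Ultra II Directional) and paired-end reads of 101 bp on a NextSeq, to a total of 60 M reads. This cannot be the total of the series, since a single library holds 60637359 counts. They mapped the reads with RNA STAR to dm6 with the Ensembl annotation and made the deposited tables of counts with featureCounts on the Galaxy server. Tool versions, the Ensembl release and the strand setting of featureCounts are not given in the sources used here. The tables hold whole numbers with no normalization, 1 column of counts per library and 23932 features, of which 17869 are genes and most others are transposon insertions. All columns of counts were used, and 79 genes had no symbol in the reference annotation.

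The header of the count column and the record of the deposit name different samples for 47 of the 48 tables. Sham headers equal sample names, while the headers of the other tables say young and were read as D3Inj. The header was used for all tables together, and the record was run as an alternative. This order, the comparisons, their tests, the gene lists and the alternatives listed further on were fixed before the data were examined. Sex was checked with roX1 and roX2: by the headers 0 libraries went against the sex in their name, and by the record 20 would have. Of the Y-linked genes of the sex_Y list, at most 1 passed the filter on low counts at a time point, so they add nothing to this check. roX1 and roX2 do not tell which libraries were D3Inj and which sham.

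Total counts per library (lowest, median and highest of 3) on day 4 were 28046864, 33688837 and 34546503 in sham males, 33755623, 34446399 and 48426176 in D3Inj males, 25719255, 29496981 and 32627572 in sham wildtype-mated females and 33341592, 40975618 and 44466245 in D3Inj wildtype-mated females. They were 21495740, 29739271 and 46315783 in sham virgin females, 38419159, 43598069 and 44971804 in D3Inj virgin females, 30816805, 35065370 and 36696557 in sham SP0-mated females and 25549959, 37284677 and 39792046 in D3Inj SP0-mated females. On day 45 they were 23519282, 51714506 and 52692660 in sham males, 40209970, 46947807 and 60134288 in D3Inj males, 25377165, 27250648 and 32612570 in sham wildtype-mated females and 31501525, 36669105 and 57795660 in D3Inj wildtype-mated females. They were 24791442, 26264039 and 60637359 in sham virgin females, 28064135, 37471606 and 49650745 in D3Inj virgin females, 22249415, 36260125 and 36539314 in sham SP0-mated females and 25284036, 36022522 and 37644406 in D3Inj SP0-mated females. A count of 0 in a library allows up to 3 counts, and such limits cover counting error alone.

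Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 24 libraries of a time point were fitted together in edgeR with 1 coefficient per group, TMM normalization and filterByExpr with the groups, which kept 14631 features on day 4 (12124 genes and 2507 transposon insertions) and 15286 on day 45 (12468 and 2818). The common biological coefficient of variation was 0.136 on day 4 and 0.128 on day 45. For the comparison of day 45 with day 4 in sham libraries all 48 libraries were fitted together (15640 features, coefficient 0.134). D3Inj against sham in each kind of fly, the difference between 2 such responses, sex, mating state and age were tested as contrasts by the quasi-likelihood F test, and a feature was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the size of the log2 fold change over the square root of F. CPM values use the TMM library sizes, and principal components use log2 CPM with a prior count of 2 on the 500 most variable features, centred.

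Genes were named by a fixed rule. It takes the genes the paper names in its text for these data, all genes of Supplementary file 1b and the genes marked as shared in Supplementary file 1a. It adds, for each comparison of D3Inj with sham, the 10 called features with the largest rise and the 10 with the largest fall among those with a mean of at least 1 log2 CPM and no overlap between the groups, and called members of the fixed lists. For sex, mating and age it takes the 5 largest rises and falls and called list members, and roX1, roX2 and the sex_Y genes serve as a check. Genes named outside the rule, among them those with the smallest p values for a difference in response, were chosen after their values were seen. The paper's Supplementary file 1 had been read when the rule and the lists were written.

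The 24 gene lists were amp, bomanin, toll_imd, melanization, hemocyte, fat_body, photoreceptor, gut, muscle, neuron, glia, heat_shock, purine_onecarbon, lipid_synthesis, p450_detox, neuropeptide, juvenile_hormone_ecdysone, post_mating, injury_stress, circadian, cuticle, mitochondrial, sex_male and sex_Y. Lists of gut, fat body, photoreceptor, muscle, cuticle and hemocyte genes stand for tissues that a dissected brain could carry along. Each was tested with fry of limma on voom values of the same groups, with p values adjusted over the lists of a comparison. fry tests whether the members of a list move on balance one way, or change in either direction, and does not compare them with other genes. Members past the edgeR test were counted over all features and when adjusted over the list alone.

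Whether library numbers pair D3Inj with sham libraries was checked by the correlation of libraries with the same number after removal of group means. All 3 correlations exceeded 0.1 in virgin females on day 4 alone (0.38, 0.13 and 0.22), and the numbers were taken as pairs there. Their mean was 0.25, against 0.26 for the best of the 6 possible pairings, so the pairing there is an assumption. Same numbers gave the best mean in males, virgin and SP0-mated females on day 45 (0.2, 0.19 and 0.22) and in SP0-mated females on day 4 (0.08). In virgin females on day 4 edgeR with a replicate block called 11 features, against 8 without it. The block gives each library number an effect shared by all groups of a time point. It is therefore no test of pairs within virgin females. Identical tables were searched for among all libraries and none were found.

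The method was tested on simulated data with 67 features changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold per comparison. The changed features were drawn from those with a mean above 2 CPM at the time point. Counts were drawn for each feature on its own around 1 mean, so single libraries high in a set of genes were not simulated. The shares recovered do not cover features below 2 CPM or data with such libraries. edgeR recovered 62.7% to 77.6% of the first, 91.0% to 97.0% of the second and 98.5% to 100% of the third, with 2 to 10 false calls among 14197 to 14807 unchanged features. DESeq2, run on males alone, recovered 82.1% and 83.6% of the first on day 4 and day 45, with 22 and 26 false calls.

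The alternatives were size factors of DESeq2, no filter on low counts, at least 50 counts in 3 libraries, DESeq2 on the same libraries, edgeR or DESeq2 on the 6 libraries of a comparison, all 48 libraries, a replicate block, genes without transposon insertions, an adjusted p under 0.10, each library left out in turn, tables taken by the record, other inputs of the principal components, and lists without members of Supplementary file 1. The median log2 fold change of all features differed from 0 by at most 0.013 under either scaling. Splits of the 6 libraries of a comparison number 10, and 100 labellings were used where there are more. Mean responses over the 4 kinds of fly, the set without the 4 libraries highest in gut genes and the set without the lists of other tissues were added after seeing the data.

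Raw reads, the other assays of the paper and the change of the response to D3Inj between day 4 and day 45 were not analysed here. Ir7c, listed in Supplementary file 1b, did not pass the filter on low counts.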

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

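The comparison of gut and AMP genes between single libraries, the tests with a library left out of a list and the mean response over the 4 kinds of fly were chosen only after the results were seen.

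In sham males 5229 features differed between day 45 and day 4 (2689 higher and 2540 lower on day 45), and in sham wildtype-mated females 4403 did (2236 higher and 2167 lower), a comparison the paper does not report. The 10 splits of 6 libraries are too few for a share under 0.05; the highest counts of the other splits were 3 and 1. Between sham virgin and sham wildtype-mated females on day 4, which the paper does not compare, 9 features were called (8 higher and 1 lower in virgin females), and another split, with sham wildtype-mated libraries 1 and 2 and sham virgin library 1 on the same side, called 32. This split follows the libraries high in gut genes and points to a structure of the samples other than mating. Between sham SP0-mated and sham wildtype-mated females on day 45, also outside the paper, 2 features were called, and the highest of the other splits gave 1. The mean response to D3Inj over the 4 kinds of fly, which the paper does not test, called 4 features on day 4.

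Gut genes, which the paper does not discuss, stood apart in 4 libraries of day 4, at 4.99 and 5.02 (log2, against the mean of the 24 libraries) in sham virgin libraries 2 and 3, 2.96 in sham wildtype-mated library 3 and 2.89 in D3Inj male library 3. A candidate explanation is gut RNA carried into single preparations of dissected brains. In each of the 4 libraries at least 12 of the 19 tested gut genes lay above the highest of the 20 other libraries. The list held 0.131% to 0.177% of their counts against 0.00901% or less elsewhere. These libraries were picked by their gut level, so the values describe them and do not tell carried RNA from another cause of high gut genes. Of 43 genes on the list 19 passed the filter on low counts, and the trypsin gene betaTry, among the abundant ones, was at 56.6 CPM on average in sham virgin females. A fall of gut genes with D3Inj in virgin females needs high levels in all sham libraries, and sham virgin library 1 stood at -1.96, below the D3Inj virgin libraries at -0.97, -0.04 and -0.23. Since sham virgin libraries 2 and 3 are both high and of 1 group, the fall cannot be told apart from gut RNA in these libraries, and 2 of the genes on the list stand in Supplementary file 1.

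AMP genes (the amp list) in males on day 45 had a median log2 fold change of -1.4 after D3Inj, with 17 of 17 negative and no call of the list by fry (adjusted p = 0.134 one way and 0.0871 in either direction). The list passed in either direction with the replicate block (0.013, and 0.101 one way) and passed both ways of testing without sham male library 3 (0.00411 and 0.000246); without each other male library the values were 0.297 to 0.658 one way and 0.157 to 0.536 in either direction. Sham male libraries stood at 1.33, 2.13 and -0.48 against the mean of day 45 and D3Inj male libraries at -0.07, 0.06 and -0.67. Without sham male library 2 the median was -0.864 with 14 of 17 negative, and without any other male library it was between -1.37 and -1.77. The gut list, which stands for other tissue, was at a median of -0.743 here and also passed in either direction with the replicate block (0.013). Sham male library 2 was high in some gut genes too: Jon65Aiii, by sex on day 45, went from 4.93 to -1.04 without it. A fall of AMP genes with D3Inj is consistent with a median that stayed below 0 without each library in turn, at most -0.864. High AMP genes in 1 sham library cannot be told apart from it as a part of the difference, since the median without that library remains over 0.5 of the full one by less than the spread of the members, and the members lower when adjusted over the list alone went from 9 to 2 (edgeR).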

How the results depend on the processing

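Leaving out the 4 libraries highest in gut genes, leaving out the gene lists of other tissues, and the mean response over the 4 kinds of fly were chosen after the results were seen. Counts are features called by edgeR at an adjusted p under 0.05 on the libraries of a time point unless another tool is named, and for the changes listed the cause was not tested. Under alternatives that keep the column headers, the difference between sham and D3Inj wildtype-mated females stayed at 0 calls on day 4 except by DESeq2 on the 6 libraries, and the comparisons of virgin and SP0-mated females on day 45 stayed at 0 except by DESeq2 on the 6 libraries and, in SP0-mated females, without sham library 3. Age kept counts within 1.5 times under each of these alternatives, and sex did so except on day 4 without the 4 libraries highest in gut genes or without any of 4 sham libraries. Of values of single named genes under alternatives, 1985 in D3Inj comparisons kept direction and side of the threshold, 130 without a call changed sign, 78 lost a call, 47 gained one and 4 calls turned in sign. For age, 5160 were kept, 516 lost the call and 9 turned; for sex, 1638, 247 and 1. Depth limits genes with a few counts per library, such as DptB, whose value rests on single libraries. In simulated data edgeR recovered 62.7% to 77.6% of features changed 1.5-fold, a share that does not cover genes of few counts.

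With tables taken by the record, age called 0 features in males, where 5229 were called by the headers, and 0 in wildtype-mated females, where 4403 were. Sex then called 0 on day 4 and 0 on day 45, against 914 and 650, D3Inj called 0 in males and 0 in virgin females on day 4, against 1 and 8, and the mean response on day 4 called 0 against 4. Mating called 0 for virgin females on day 4 against 9, 1 for SP0-mated females on day 4 against 0 and 0 on day 45 against 2, and the difference in response between wildtype-mated and SP0-mated females on day 4 called 1 against 0. The second component of day 45 held 18.5% of the variance, against 7.4%. With all tested features the first component held 18% on day 4 and 15.5% on day 45, against 35.6% and 32%. With variance-stabilized values the second of day 4 held 33.2%, against 19%, and the first of day 45 held 68.3%.

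DESeq2 on the same libraries called 11 features in males on day 4 (10 higher, 1 lower, 1 shared with edgeR), 17 in virgin females (6 and 11, 5 shared), 2 in SP0-mated females (1 and 1, 1 shared) and 3 in males on day 45 (1 and 2). For differences in response it called 5 between males and wildtype-mated females on day 4 and 2 on day 45, 6 between wildtype-mated and virgin females on day 4 and 3 between wildtype-mated and SP0-mated females on day 4, where edgeR called 0. For mating it called 25 in virgin females on day 4 (7 shared with edgeR), 20 in SP0-mated females on day 4 and 10 on day 45 (2 shared), and for the mean response on day 4 it called 20, with all 4 edgeR calls among them. DESeq2 on the 6 libraries of a comparison called 6 in males, 14 in wildtype-mated, 31 in virgin and 13 in SP0-mated females on day 4, and 11, 10, 2 and 59 on day 45. edgeR on the 6 libraries called 0 in males, 0 in virgin and 4 in SP0-mated females on day 4, and 2 in wildtype-mated females on day 45.

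With all 48 libraries edgeR called 0 in males, 14 in virgin females (all 8 among them) and 0 in SP0-mated females on day 4, and 1 in males on day 45. It called 13 for the difference in response between males and wildtype-mated females and 7 for that between wildtype-mated and virgin females on day 4, 0 for mating in SP0-mated females on day 45 and 12 for the mean response on day 4, 2 of them shared. With no filter on low counts it called 14 in virgin and 0 in SP0-mated females on day 4, 3 in males on day 45, 4 for the difference between wildtype-mated and virgin females on day 4, and 26, 3 and 7 for mating in virgin females on day 4 and SP0-mated females on day 4 and day 45. With at least 50 counts in 3 libraries it called 3 in virgin females on day 4, 3 for their mating comparison, and 2 and 0 for SP0-mated mating on day 4 and day 45. Size factors of DESeq2 gave 2 and 0 for the latter pair, and genes without transposon insertions gave 4 and 0. At an adjusted p under 0.10 the mating counts were 16 in virgin females on day 4 and 4 and 7 in SP0-mated females on day 4 and day 45, and 3 features differed in response between wildtype-mated and SP0-mated females on day 4. Fewer tests without the lists of other tissues gave 0 in males on day 4, since Cpr47Ef is among the genes left out.

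Without the 4 libraries highest in gut genes edgeR called 3 in males (1 shared), 0 in virgin and 0 in SP0-mated females on day 4, 0 for mating in virgin females, 2 for the mean response (1 shared) and 505 for sex (484 shared), and 0 lists changed in either direction in the mean response against 1. Turned in sign were, in virgin females, betaTry (5.80 against -8.17), CG12374 (6.95 against -8.29), CG17633 (3.83 against -7.89) and CG6295 (0.48 against -5.35), and for age in wildtype-mated females Amy-p (0.50 against -4.61), Jon65Aiii (0.27 against -5.61) and to (2.06 against -4.62). In virgin females 1 sham library is left in this setting, assumed to vary like the other groups, and it holds 0 counts of betaTry, CG12374 and CG17633, for which the fitted value is no bound of the fold.

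Library numbers were taken to pair D3Inj with sham libraries in virgin females on day 4 alone, by the rule on correlations. The mean correlation of same numbers there was 0.25, against 0.26 for the best pairing, so the pairing is not established. In the other comparisons the correlations of same numbers ran from -0.5 to 0.4. Same numbers gave the best mean in males, virgin and SP0-mated females on day 45 (0.2, 0.19 and 0.22). The replicate block shares the effect of a number over all groups of a time point. It is thus a check and no more, in virgin females too. With the replicate block edgeR called 0 in SP0-mated females on day 4, 19 for mating in virgin females on day 4 (all 9 among them), and 7 and 0 for mating in SP0-mated females on day 4 and day 45. Lists changed in either direction numbered 2 in males on day 45 (amp and gut, both at an adjusted p of 0.013 from fry), 1 in virgin females on day 4 (gut), 2 for mating in SP0-mated females on day 4 (neuropeptide and purine_onecarbon) and 2 in virgin females on day 4, and lists moved one way by sex on day 45 numbered 2.

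With each library left out in turn, counts ran from 0 to 2 in males on day 4 (0 without D3Inj library 1 or 2 or sham library 3, 2 without D3Inj library 3 or sham library 1), from 0 to 28 in virgin females (28 without sham library 1 and 0 without any other) and from 0 to 0 in SP0-mated females. On day 45 they ran from 0 to 3 in males and from 0 to 2 in SP0-mated females, each above 0 without sham library 3 alone. The difference in response between wildtype-mated and virgin females on day 4 ran from 0 to 11 (11 without sham virgin library 1). Sex on day 4 ran from 586 to 948, with 586 and 600 without sham male library 1 and 3 and 591 and 587 without sham wildtype-mated library 2 and 3. Mating in virgin females on day 4 ran from 0 to 37, with 37, 4 and 0 without sham virgin library 1, 2 and 3 and 0 without sham wildtype-mated library 1 or 2. Mating in SP0-mated females ran from 0 to 6 on day 4, with 6 and 1 without sham wildtype-mated library 1 and 2 and 2 without sham SP0-mated library 1. On day 45 it ran from 0 to 8, with 8 without sham SP0-mated library 3, 1 without sham wildtype-mated library 1 and 0 without sham SP0-mated library 1 or 2 or sham wildtype-mated library 3. The mean response on day 4 ran from 2 to 8, with 8 without sham virgin library 1. It was 2 without D3Inj library 1 of males, wildtype-mated or SP0-mated females, D3Inj library 2 of virgin or SP0-mated females, sham library 1 of males, wildtype-mated or SP0-mated females, or sham library 3 of males or wildtype-mated females.

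Lists changed in either direction ran from 0 to 1 in males on day 4 (1 without sham library 1), in virgin females on day 4 and in their difference from wildtype-mated females (1 without sham virgin library 1), in SP0-mated females on day 45 (1 without D3Inj or sham library 3), and in mating of SP0-mated females on day 45 (1 without sham SP0-mated library 3). They ran from 0 to 8 in males on day 45, with 8 without sham library 3 and 1 without sham library 2 or D3Inj library 3. For mating on day 4 they ran from 0 to 5 in SP0-mated females (5 without sham wildtype-mated library 1, 4 without sham SP0-mated library 1) and from 0 to 4 in virgin females (4 without sham virgin library 1, 2 without sham wildtype-mated library 1, 0 without sham virgin library 2 or 3 or sham wildtype-mated library 2). For the mean response they ran from 0 to 1 on both days. The 1 list ended on day 45 without sham male library 1 or D3Inj virgin library 2, and on day 4 without sham male library 2 or 3, sham wildtype-mated library 1 or 2, D3Inj wildtype-mated library 3, any sham virgin library, D3Inj virgin library 2, sham SP0-mated library 1 or 3 or D3Inj SP0-mated library 2. Lists moved one way ran from 0 to 1 in virgin females on day 4 and in their difference from wildtype-mated females (1 without sham virgin library 1), in wildtype-mated females and in mating of SP0-mated females on day 4 (1 without sham wildtype-mated library 1), in SP0-mated females on day 45 (1 without sham library 3) and in the mean response on day 45 (1 without D3Inj wildtype-mated library 1). They ran from 0 to 4 in males on day 45 (4 without sham library 3, 1 without D3Inj library 3), from 0 to 2 for mating in virgin females on day 4 (2 and 0 without sham wildtype-mated library 1 and 2), from 3 to 6 for sex on day 4 (6 without sham wildtype-mated library 1) and from 1 to 3 for sex on day 45 (3 without sham male library 3).

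Among named genes, log2 fold changes by age in wildtype-mated females ran from -5.20 to 0.50 for Amy-p, from -6.20 to 0.27 for Jon65Aiii and from -5.79 to 2.05 for to, each highest without sham wildtype-mated library 3 of day 4. By age in males they ran from -1.07 to 5.33 for Jon65Aiii, from -0.41 to 7.20 for Mal-A1 and from -1.35 to 5.94 for Mal-A6, and by sex on day 45 from -1.04 to 5.5 for Jon65Aiii, each lowest without sham male library 2 of day 45. In virgin females on day 4 they ran from -10.13 to -7.65 for betaTry, from -10.45 to -7.76 for CG12374, from -9.57 to -7.35 for CG17633 and from -5.92 to -4.95 for CG6295.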

Differences from the paper's values

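Values of the paper are marked as the paper's, and the regrouped libraries named here were tried only after the values were seen. Counts and shares are taken to differ where one is more than 1.5 times the other, and log2 fold changes where they differ in sign or by more than the standard error from edgeR. Counts are at an adjusted p under 0.05; the paper's text states no threshold for its counts and its volcano plots draw a line at this value. Each count was also run under 17 alternatives set before the data were examined, unless another number is given, which cover the settings of edgeR and DESeq2, the libraries in the fit and each library left out.

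On day 4 edgeR called 1 feature higher in males (the paper's 18) and 0 lower (the paper's 58), and all 17 alternatives differ from the paper's values. DESeq2 on these 6 libraries with D3Inj libraries 1 and 3 and sham library 1 set against the other 3, a grouping chosen after seeing the values, calls 16 higher, which does not differ, and 21 lower, which does, and drops 42 of the 72 items listed by the paper. In wildtype-mated females it called 0 (the paper's 121), 0 higher (the paper's 22) and 0 lower (the paper's 99), and all 17 alternatives differ. DESeq2 on these 6 libraries with D3Inj library 2 and sham libraries 1 and 3 set against the other 3, a grouping chosen after seeing the values, calls 121, with 22 and 99, and drops 0 of the 110 items listed by the paper. Males and wildtype-mated females, with 1 and 0 called, shared 0 features (the paper's 14), and all 23 alternatives for this overlap differ.

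In virgin females on day 4 edgeR called 8 (the paper's 16). This does not differ with all 48 libraries (14), with DESeq2 on the same libraries (17) and with no filter on low counts (14). Nor does it differ with the replicate block (11). It differs under the other 13. Of the 16 listed features 1, CG3868, was called; DESeq2 on the same libraries called 4 (CG3868, LanB2, PGRP-SC2 and Tsf1), DESeq2 on the 6 libraries 10, among them LanA, LanB2, Muc68D and Tsf1, and the replicate block or leaving out sham virgin library 1 called PGRP-SC2 as well. In SP0-mated females edgeR called 1 (the paper's 13), which does not differ by DESeq2 on the 6 libraries (13, all of those listed) and differs under the other 16. edgeR on the 6 libraries called 4 of the 13 listed, CG34220, CG34324, Hr38 and Muc68D.

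On day 45 edgeR called 0 features higher in males (the paper's 1) and 0 lower (the paper's 10). For the rises DESeq2 on the same libraries (1) does not differ and the other 16 do, and for the falls all 17 differ. Of the 10 listed, AttA was called by DESeq2 on the same libraries, with no filter on low counts and without sham male library 3, and Cpr49Ae by DESeq2 on the same libraries and with all 48 libraries. In wildtype-mated females edgeR called 0 (the paper's 8), 0 higher (the paper's 2) and 0 lower (the paper's 6). DESeq2 on the 6 libraries, with 10, 2 and 8, does not differ and the other 16 do, and no such setting called any of the 8 listed genes. DESeq2 with D3Inj libraries 2 and 3 and sham library 2 set against the other 3, a grouping chosen after seeing the values, calls 11 higher and 17 lower, among them Cyp4g15, Miox, CG3308 and ltl, and drops 4 of the 8 listed. In virgin females edgeR called 0 higher (the paper's 1) and 0 lower (the paper's 1), and all 17 differ; DESeq2 on the 6 libraries called 2 higher, with the listed invader2{}1169 among them. In SP0-mated females edgeR called 0 (the paper's 20), 0 higher (the paper's 15) and 0 lower (the paper's 5), and all 17 differ; the copy of Supplementary file 1b used here lists 8 higher and 11 lower for this group, unlike the paper's text; DESeq2 on the 6 libraries called 59, all 19 listed genes among them. Features called in males, wildtype-mated and SP0-mated females numbered 0 (the paper's 1), and all 11 alternatives for it differ. Features called in wildtype-mated females alone numbered 0 (the paper's 7), and of 11 alternatives DESeq2 on the 6 libraries (10) does not differ.

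The first component held 35.6% of the variance on day 4 (the paper's about 55% in Figure 8B, read by eye) and 32% on day 45 (the paper's about 66% in Figure 8B, read by eye). With variance-stabilized values these are 40.3% and 68.3%, and neither differs from the paper's; with tables taken by the record the value of day 4 (36.9%) does not differ and that of day 45 does, and with all tested features both differ.

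Log2 fold changes were compared with Supplementary file 1, of which the copy used here holds 72, 110, 16 and 13 features for males, wildtype-mated, virgin and SP0-mated females on day 4 and 10, 8, 2 and 19 on day 45, fewer than the counts in the paper's text in some groups. Of the named genes 0 of 10 differed in males and 0 of 19 in SP0-mated females on day 45, 0 of 5 in SP0-mated and 0 of 4 in virgin females on day 4 and 0 of 1 in virgin females on day 45. All 17 in wildtype-mated females on day 4 differed, 13 in sign, all 14 in males on day 4, 9 in sign, and 5 of 8 in wildtype-mated females on day 45, 3 in sign. Each was run under 15 alternatives set before the data were examined (14 for DptB), all of which differ except where a gene is named below with a library left out.

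In wildtype-mated females on day 4 they were 0.319 for CG12116 (the paper's -0.94), 0.0457 for CG14629 (the paper's -0.627), 0.183 for FASN1 (the paper's -0.45), 0.283 for CG16743 (the paper's -0.478), 0.042 for Desat1 (the paper's -0.4), 0.0918 for Paics (the paper's -0.605), -0.053 for Idgf6 (the paper's -0.545), 0.153 for Tig (the paper's -0.619) and 0.197 for Gart (the paper's -0.53). They were also 0.279 for CG10621 (the paper's -0.973), 0.118 for CG11089 (the paper's -0.599), 0.166 for CG1213 (the paper's -0.997), -0.17 for CtsK2 (the paper's -0.983), -0.0545 for CCHa2 (the paper's -0.613), 0.257 for CG17108 (the paper's -1.15), -0.179 for CG34166 (the paper's -0.944) and 0.00437 for apolpp (the paper's -0.6). CG34166 does not differ without D3Inj wildtype-mated library 3 (-0.676). In the regrouped fit of DESeq2 chosen after seeing the values, all 110 listed values lie within 0.0001 of the paper's.

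In males on day 4 they were 0.0204 for Gart (the paper's -0.551), -0.0594 for CCHa2 (the paper's -0.45), -0.229 for CtsK2 (the paper's -0.78), -0.0204 for CG10621 (the paper's -0.804), 0.0541 for Paics (the paper's -0.386), -0.0938 for CG17108 (the paper's -0.626) and -0.0278 for Desat1 (the paper's -0.209). They were also 0.173 for CG34166 (the paper's -0.593), 0.046 for apolpp (the paper's -0.214), 0.0721 for FASN1 (the paper's -0.235), 0.0225 for CG1213 (the paper's -0.415), 0.134 for CG11089 (the paper's -0.417), 0.0798 for Idgf6 (the paper's -0.339) and 0.095 for CG14629 (the paper's -0.421). CtsK2 does not differ without D3Inj male library 2 (-0.547), nor do CG17108 (-0.258), Desat1 (-0.0968) and CG1213 (-0.143) without sham male library 1. In the fit of DESeq2 with D3Inj libraries 1 and 3 and sham library 1 set against the other 3, chosen after seeing the values, all 72 listed features have the paper's sign, at a median difference of 0.0733 and a correlation of 0.99 across them (0.536 and 0.396 by the headers).

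In wildtype-mated females on day 45 they were -0.279 for Mtk (the paper's -1.85), -0.0989 for Cyp4g15 (the paper's -0.232), 0.645 for DptB (the paper's -6.22), -0.0475 for Miox (the paper's 0.36) and -0.0684 for PPO2 (the paper's 0.446). Cyp4g15 does not differ without D3Inj library 1 (-0.171) or sham library 2 (-0.2). Without D3Inj library 1 the D3Inj libraries left hold 0 counts of DptB, so no fold is given and none is compared. In the fit of DESeq2 with D3Inj libraries 2 and 3 and sham library 2 set against the other 3, chosen after seeing the values, all 8 listed genes have the paper's sign, at a median difference of 0.0659 and a correlation of 0.995 across them (0.271 and -0.852 by the headers), with -1.41 for Mtk, 0.427 for Miox and 0.41 for PPO2.

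Figure 8B of the paper separates males from females along the first component on both days; here sex explained 2.9% of the first component and 93.6% of the second on day 4, and 99% of the first on day 45. It states that AMP genes were depressed in brains of males and mated females on day 45; in males 17 of 17 were negative (median -1.4), and in wildtype-mated females 8 of 17 were negative and 9 positive (median 0.0202), with Mtk at -0.279, while of 14 Bomanin and related genes, a list of its own, 11 were negative there (median -0.336, 0 called). It states that Prophenoloxidase 2 rose in mated females on day 45; PPO2 was at 42.4 CPM after D3Inj and 44.5 in sham. It states that AMP genes are not elevated at the acute time point in males and mated females; of 17 AMP genes 5 were positive and 10 negative in males, and 8 and 8 in wildtype-mated females, with 0 called.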

Other observations

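The tests of other splits for D3Inj, sex and mating on day 4, of the regrouped libraries and of exchanged headers were chosen only after the results were seen, as was the mean response. The tests of other splits for day 45, age, the differences in response and the mean response were written before their results were seen, as were the bounds for a weak shared response.

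Sham brains of day 45 held less RNA of neuronal genes than those of day 4, relative to all RNA counted. Of 22 neuronal genes 20 fell in males and 20 in wildtype-mated females (fry adjusted p = 5.96e-16 and 1.83e-13). Gad1, which encodes the enzyme that makes GABA, fell in males from 1119 ± 65.4 to 512 ± 17.0 CPM (SD, n = 3 libraries), a log2 fold change of -1.13 (SE 0.043), and had -0.96 (SE 0.043) in wildtype-mated females. The GABA transporter gene VGAT had -0.65 and -0.58, the synaptic vesicle genes Syt1 and nSyb had -0.66 and -0.53 in males and -0.64 and -0.58 in wildtype-mated females, and ChAT, for acetylcholine synthesis, had -0.63 and -0.41, all past the edgeR test. Of 16 glial genes 4 rose and 7 fell in males, and 5 rose and 7 fell in wildtype-mated females (fry adjusted p = 1.28e-07 and 0.000599, downward). The glutamate transporter gene Eaat1 fell (-1.13 and -1.08), as did Gat (-1.10 and -0.70) and Gs2 (-0.88 and -0.93), while wrapper rose (0.85 and 0.79) with the glial regulator repo (0.35 and 0.40).

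Genes of injury and stress rose with age, 10 of 25 in males and 9 in wildtype-mated females with 0 lower (fry adjusted p = 8.93e-09 and 2.09e-06). Xrp1, a transcription factor of the stress response, rose by 1.17 (SE 0.046) and 1.00 (SE 0.046), Gadd45 by 1.22 and 0.69, and the matrix metalloprotease gene Mmp1 by 1.13 and 1.40. Of 19 genes of purine and one-carbon metabolism 12 and 6 rose and 1 and 1 fell (fry adjusted p = 0.000249 and 0.0209), with Sardh at 3.45 and 2.42 and Pfas at 1.64 and 1.43. Of 40 neuropeptide genes 17 and 12 rose and 7 and 5 fell (fry adjusted p = 8.76e-05 and 0.00175), with NPF at 0.77 and 1.26, the insulin-like peptide gene Ilp2 at 1.15 and 0.67, and Pdf, of the clock neurons, at 1.01 and 0.72. Of 33 genes of Toll and Imd signaling 16 and 7 rose and 4 and 2 fell (fry adjusted p = 0.000515 and 0.0748), and of 18 AMP genes 10 and 1 rose (fry adjusted p = 0.134 and 0.801), where sham male libraries 1 and 2 of day 45 stood apart. Hsp68 rose by 2.02 and 1.84 among heat shock genes, of which 9 and 3 rose and 4 and 4 fell. The difference between males and females in these changes was not tested, and no batch is given that could separate age from preparation.

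The other lists by age, each with counts in males and then in wildtype-mated females, were as follows. P450 and glutathione transferase genes rose in 17 and 11 cases and fell in 4 and 3 (fry adjusted p = 0.00129 and 0.0661), genes of lipid synthesis rose in 8 and 5 and fell in 3 and 2 (0.0389 and 0.338, fry), and muscle genes rose in 3 and 3 (0.0397 and 0.0726, fry). Photoreceptor genes rose in 5 and 3 and fell in 11 and 8 (0.0133 and 0.0667, fry), genes of the mitochondrial genome rose in 2 and 4 and fell in 8 and 6 (0.00701 and 0.801, fry), and melanization genes rose in 3 and 3 and fell in 2 and 2 (0.00202 and 0.611, fry). Circadian genes rose in 3 and 1 and fell in 1 and 2 (0.00599 and 0.0785, fry), and genes of the sex peptide pathway rose in 1 and 2 and fell in 3 and 4 (0.0466 and 0.0147, fry). Hemocyte genes rose in 5 and 3 and fell in 3 and 3 (0.457 and 0.611, fry), cuticle genes rose in 3 and 2 and fell in 3 and 2 (0.137 and 0.12, fry), fat body genes rose in 3 and 3 and fell in 0 and 1 (0.19 and 0.335, fry), hormone genes rose in 3 and 2 and fell in 4 and 4 (0.313 and 0.197, fry), and bomanin genes rose in 1 and 0 (0.154 and 0.611, fry). Gut genes rose in 5 and 1 and fell in 0 and 5 (0.554 and 0.996, fry), with values that turn on sham male library 2 of day 45 and sham wildtype-mated library 3 of day 4. Median, mean and fry direction differ in sign for cuticle, hemocyte, hormone and photoreceptor genes, and in wildtype-mated females also for circadian, melanization and mitochondrial genes.

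Between sham males and sham wildtype-mated females on day 45 edgeR called 220 features higher and 430 lower in males. Of 13 hemocyte genes all were negative and 7 called (11 when adjusted over the list alone; fry adjusted p = 0.00441), with Hml at -0.83 (SE 0.14) and Ppn at -1.12 (SE 0.20). Of 17 AMP genes 6 were higher in males (8 over the list alone; fry adjusted p = 0.295 one way and 0.0335 in either direction), with AttA at 1.66 (SE 0.27) and AttB at 3.52 (SE 0.89), and sham male libraries 1 and 2 stood apart in these genes. The rhodopsin gene Rh4 was higher (1.24, SE 0.24) and Thor, a translational repressor under insulin control, lower (-1.26, SE 0.21). Sham virgin females on day 4 had lower hemocyte genes than sham wildtype-mated females, 13 of 13 negative with 0 called and 5 lower over the list alone (fry adjusted p = 0.017). The list no longer passed without sham wildtype-mated library 2 (0.176) or sham virgin library 1 (0.0516), and without each other library the value was between 0.00289 and 0.0483. Inos, which encodes inositol phosphate synthase, was lower, at 158 ± 4.05 against 207 ± 19.6 CPM (-0.40, SE 0.076, adjusted p = 0.0492 from edgeR), a call that ended without sham virgin library 2 or 3 or sham wildtype-mated library 1 or 2. PGRP-SC2 and CG5107 were higher (2.43 and 4.67) with Bace, where sham virgin libraries 2 and 3 stood apart in gut genes. Sham SP0-mated females on day 45 had more RNA of mamo, a transcription factor gene (0.25, SE 0.044), and less of CAH7 (-0.52, SE 0.09), both at an adjusted p of 0.0497 from edgeR, and 0 features were called there without sham SP0-mated library 1 or 2 or sham wildtype-mated library 3. edgeR called 0 features for mating in SP0-mated females on day 4 and 0 in virgin females on day 45, with 1420 and 510 at an unadjusted p under 0.05, and DESeq2 called 20 and 0.

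No list passed fry in any of the 8 comparisons of D3Inj with sham in the fit without a replicate block. With the block, gut genes passed in either direction in virgin females on day 4 (fry adjusted p = 0.025), which is no test of pairs there. The amp and gut lists did in males on day 45 (0.013 each). With a library left out some did, at most 8 in either direction, in males on day 45 without sham library 3. The lowest adjusted p was in males on day 45 for amp (0.134), heat_shock (0.134), toll_imd (0.134), photoreceptor (0.301), cuticle (0.32), bomanin, gut, p450_detox and purine_onecarbon (0.367 each), fat_body, lipid_synthesis, melanization and post_mating (0.58 each), juvenile_hormone_ecdysone (0.614) and mitochondrial (0.616). It was in SP0-mated females on day 45 for neuron (0.149) and injury_stress (0.158) and on day 4 for muscle (0.685), in virgin females on day 4 for glia (0.537) and hemocyte (0.537), and in wildtype-mated females on day 45 for circadian (0.662) and neuropeptide (0.662). Members called by edgeR over the 8 comparisons were 1 of the cuticle and 1 of the gut list. The sex_male list holds roX1 and roX2, and at most 1 of the 12 genes of sex_Y was tested. For the mean response over the 4 kinds of fly, cuticle genes changed in either direction on day 4 (11 of 13 positive, fry adjusted p = 0.033) and injury_stress genes on day 45 (18 of 25 positive with a mean of -0.101, fry adjusted p = 0.00185).

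Of the 110 features that Supplementary file 1a lists for wildtype-mated females, 28 had the sign of the paper here, and the cause was tested by DESeq2 on the 6 libraries under all 10 splits. With D3Inj library 2 and sham libraries 1 and 3 set against the other 3, 110 of 110 log2 fold changes lay within 0.0001 of the listed values with 22 calls higher and 99 lower, while the split of the headers gave 0 of 110. This suggests that the listed values come from another grouping of these libraries than the headers give, and does not tell which grouping is the true one. Cpr47Ef and Sarm were called by edgeR from the mean response of the other 3 kinds of fly. With males held out 0 features were called, so this check leans on the labels of males, which are themselves open. By the headers Cpr47Ef and Sarm separate the 3 D3Inj from the 3 sham libraries of wildtype-mated females (1.50, SE 0.35, and 0.13, SE 0.045, on the log2 scale). If the labels of the other kinds are right, this goes against an exchange of sham and D3Inj in wildtype-mated females. Neither feature separates the sides of the grouping that gives the listed values. With D3Inj library 2 and sham libraries 1 and 3 on 1 side, Sarm was at 367.8, 362.5 and 338 CPM, against 404.9, 379.4 and 352.7. Cpr47Ef was at 1.04, 0.52 and 0.52 CPM against 1.29, 1.45 and 0.30. With 2 features the true grouping stays open. DESeq2 on the 6 libraries by the headers gave all 13 and all 19 listed values of SP0-mated females on day 4 and day 45 within 0.0001. In males on day 4 the headers gave 0 of 72 listed values within 0.0001, with a correlation of 0.396 across the features and a median difference of 0.536; with D3Inj libraries 1 and 3 and sham library 1 set against the other 3 these were 0 of 72, 0.99 and 0.0733. In wildtype-mated females on day 45 the headers gave 0 of 8, -0.852 and 0.271, and D3Inj libraries 2 and 3 with sham library 2 set against the other 3 gave 0 of 8, 0.995 and 0.0659. In these 2 comparisons a split other than that of the headers thus lies closer to the listed values, no split gives them, and the grouping behind them stays open. In virgin females on day 4 and males on day 45 the headers lay closest, at median differences of 0.0895 and 0.0599, with 0 of 16 and 0 of 10 within 0.0001.

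A weak response to D3Inj shared by the 4 kinds of fly is a hypothesis for the few calls per kind. The mean response called 4 features on day 4 and 0 on day 45, under the bound of 5 set for it, but the day 4 count ran from 2 to 8 with a library left out, so the bound decides nothing. Of 100 labellings within the kinds of fly, 2 including the real one called as many on day 4, with 9 as the highest other. This share is under 0.05, but the mean response was itself chosen after the data were seen, so chance is not excluded by it. On day 45 the highest other was 0. Held out in turn, Cpr47Ef and Sarm were called from the other kinds and had the same sign in SP0-mated females (0.96 and 0.11), and Cpr47Ef had in virgin females (1.19). Of the 5 features called with SP0-mated females held out, the other 3 did not separate their libraries: cher turned in sign (-0.031, SE 0.098), and LanB2 and LanA had 0.036 (SE 0.084) and 0.043 (SE 0.075). With males held out 0 features were called from the other kinds, so Cpr47Ef and Sarm were not tested there. Lists changed in either direction in the mean response numbered 1 on day 4 and 1 on day 45, which 11 and 7 of 100 labellings matched, with 5 and 6 as the highest others, so chance cannot be excluded for them.

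Splits of the 6 libraries of a comparison number 10, too few for a share under 0.05. Counts of the real split and the highest of the others on day 4 were 1 and 1 in males, 0 and 0 in wildtype-mated, 8 and 28 in virgin and 1 and 8 in SP0-mated females; on day 45 they were 0 and 0 in males and in wildtype-mated, 0 and 12 in virgin and 0 and 3 in SP0-mated females. The splits with 28 in virgin females (sham virgin library 1 with D3Inj virgin libraries 1 and 2) and 8 in SP0-mated females on day 4 call several times the real count and point to a structure of the samples other than D3Inj; where the real count was 0 no such comparison can be made. In virgin females on day 4, where the numbers were taken as pairs, the real split parts all 3 pairs and the split with 28 parts 1. The other splits that part all 3 called 0, 0 and 5, so among these the real count of 8 was the highest. If the numbers are pairs, the split with 28 is thus no like comparison. For sex the values were 914 and 1 on day 4 and 650 and 0 on day 45, and for mating 0 and 0 in SP0-mated females on day 4, 2 and 1 on day 45 and 0 and 17 in virgin females on day 45. For differences in response, where the real count was 0, all 100 labellings gave at least as many, and the highest others were 12, 232 and 140 on day 4 and 1, 21 and 18 on day 45 for wildtype-mated females against males, virgin and SP0-mated females. Features shared by males and wildtype-mated females on day 4, and by both days in wildtype-mated females, numbered 0 in the real and in all other splits, which decides nothing, since 0 features were called in wildtype-mated females.

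Lists moved one way, and changed in either direction, numbered 0 and 0 in each comparison of D3Inj with sham, in the fit without a replicate block that was also used for the splits. In virgin females on day 4 the fit with the block gives 0 and 1 (gut, fry adjusted p = 0.025). That block is shared by all groups and is no test of pairs within virgin females. The highest of the other splits on day 4 were 0 and 2 in males, 5 and 4 in wildtype-mated, 1 and 1 in virgin and 0 and 2 in SP0-mated females, and on day 45 they were 2 and 5, 1 and 1, 1 and 1, and 1 and 2. By sex they numbered 3 and 15 on day 4 (others at most 1 and 1) and 1 and 18 on day 45 (0 and 1), and by age 14 and 18 in males (8 and 5) and 6 and 17 in wildtype-mated females (1 and 1). By mating they numbered 1 and 1 in virgin females on day 4 (0 and 0) and 0 and 0 in SP0-mated females on day 4 (2 and 2) and in both on day 45 (0 and 2 in virgin, 0 and 0 in SP0-mated females). For differences in response they numbered 0 and 0, where labellings reached 1 and 8, 8 and 11, and 4 and 6 on day 4 and 4 and 4, 1 and 4, and 2 and 4 on day 45 in the same order. Lists moved one way in the mean response numbered 0 on both days, and labellings reached 4 and 3.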
